# Clinical instability of breast cancer markers is reflected in long-term *in vitro* estrogen deprivation studies

**DOI:** 10.1186/1471-2407-13-473

**Published:** 2013-10-11

**Authors:** Jelena Milosevic, Johanna Klinge, Anna-Lena Borg, Theodoros Foukakis, Jonas Bergh, Nicholas P Tobin

## Abstract

**Background:**

Long-term estrogen deprivation models are widely employed in an *in vitro* setting to recapitulate the hormonal milieu of breast cancer patients treated with endocrine therapy. Despite the wealth information we have garnered from these models thus far, a comprehensive time-course analysis of the estrogen (ER), progesterone (PR), and human epidermal growth factor 2 (HER-2/neu) receptors on the gene and protein level, coupled with expression array data is currently lacking. We aimed to address this knowledge gap in order to enhance our understanding of endocrine therapy resistance in breast cancer patients.

**Methods:**

ER positive MCF7 and BT474 breast cancer cells were grown in estrogen depleted medium for 10 months with the ER negative MDA-MB-231 cell line employed as control. ER, PR and HER-2/neu expression were analysed at defined short and long-term time points by immunocytochemistry (ICC), and quantitative real-time RT-PCR (qRT-PCR). Microarray analysis was performed on representative samples.

**Results:**

MCF7 cells cultured in estrogen depleted medium displayed decreasing expression of ER up to 8 weeks, which was then re-expressed at 10 months. PR was also down-regulated at early time points and remained so for the duration of the study. BT474 cells generally displayed no changes in ER during the first 8 weeks of deprivation, however its expression was significantly decreased at 10 months. PR expression was also down-regulated early in BT474 samples and was absent at later time points. Finally, microarray data revealed that genes and cell processes down-regulated in both cell lines at 6 weeks overlapped with those down-regulated in aromatase inhibitor treated breast cancer patients.

**Conclusions:**

Our data demonstrate that expression of ER, PR, and cell metabolic/proliferative processes are unstable in response to long-term estrogen deprivation in breast cancer cell lines. These results mirror recent clinical findings and again emphasize the utility of LTED models in translational research.

## Background

The pathogenesis of breast cancer is a complex, multistep process involving multiple genetic changes. A major risk factor associated with the development of the disease is the duration of exposure to estrogens, the length of which is increased in women experiencing early menarche and/or late menopause. Estrogens are steroid hormones that play important roles in the growth and development of the mammary gland and it is well established that the growth of breast cancer cell lines in culture or in ovariectomized nude mice is stimulated by estrogens [1-3].

Approximately two-thirds of all breast cancer tumours are ER-positive [4-6] and more than 50% of these are also PR-positive [7]. Both receptors are useful in predicting response to endocrine therapy [5,7-9] and in general ER-negative tumours are associated with early recurrence and poor patient survival relative to those that are ER-positive [5,8,9]. Despite clinical advances of ER-targeted therapy, *de novo* and acquired resistance to all forms of endocrine therapy remains a great obstacle [8,9]. Complicating matters, we and others have shown in mostly retrospective studies, that expression of ER and PR are unstable during tumour progression from a primary lesion to its corresponding metastasis [10-13].

Long-term estrogen deprived (LTED) cell lines can serve as an *in vitro* model mimicking the hormonal milieu of breast cancer cells in oophorectomized pre-menopausal women, postmenopausal women and/or patients treated with primary endocrine therapy, in particular aromatase inhibitors (AIs) [14]. Of note, the use of AIs in place of traditional endocrine treatments results in a statistically significant survival gain (HR 0.90, 95% CI 0.84 to 0.97) [15].

Whilst previous studies have examined ER, PR and HER-2/neu expression in an LTED setting, no comprehensive gene and protein analysis has been performed on all three markers. As such, our descriptive study addresses this knowledge gap by determining the levels of ER, PR and HER-2/neu gene and protein expression in two ER-positive and one ER-negative cell line at multiple time points, coupled with gene expression array profiling, all in a well-described LTED model [16-20]. Adding further clinical relevance to our analysis, we related our expression array findings to publicly available array data of breast cancer patients treated with an aromatase inhibitor. Our work highlights the unstable nature of ER and PR expression under conditions of estrogen deprivation, and demonstrates the significant overlap of genes altered in LTED cell lines and AI-treated patients.

## Methods

### Cell culture

A long-term estrogen deprivation (LTED) model was used to study the three commonly used breast cancer cell lines MCF7, BT474 and MDA-MB-231 [7,8]. MCF7 and MDA-MB-231 cells were newly purchased from Sigma-Aldrich and BT474 cells from the American Type Culture Collection (ATCC). Control and LTED cells were routinely maintained in phenol red containing MEM or DMEM supplemented with 10% fetal bovine serum (FBS) or phenol red-free MEM or DMEM supplemented with 10% dextran-coated charcoal-stripped FBS (DCC-FBS) to remove substantial amounts of estrogen, respectively. Each culture medium was further supplemented with 100 IE/ml penicillin and 100 μl/ml streptomycin. All cells were grown at 37°C in a humidified atmosphere of 5% CO_2_ and 95% air.

### Immunocytochemistry

50 000 cells per cell line (MCF7, BT474 and MDA-MB-231 cells) were attached to slides (ChemMateTM Capillary Gap Microscope Slides, DAKO) by centrifuging them in a Cytospin 3 centrifuge (Shandon, Thermo Electron corporation, Waltham, Massachusetts), at 1000 rpm for 4 minutes in room temperature. The slides were then fixed in 4% formalin for 10 minutes at room temperature, followed by PBS for 10 minutes, methanol for 4 minutes in -20°C, and acetone for 1 minute in -20°C, before being placed in TBS. Automatic immunostaining was performed in a DAKO Tech Mate instrument (DAKO, Glostrup, Denmark). Staining of ER and PR was done using the recommended DAKO ChemMate Detection Kit (Peroxidase/DAB Rabbit/Mouse). The MDA-MB-231 cell line served as negative control for ER, PR and HER-2/neu expression. MCF7 cell line was used as positive control for ER expression, while BT474 cell line served as positive control for PR and HER-2/neu expression.

Immunoslides were assessed in a microscope by counting of positive cells and degree of staining. We used a modified H score system, using the formula: H score = (0 ×% tumour cells negative) + (1.5 ×% tumour cells moderately positive) + (3 ×% tumour cells strongly positive), giving a range 0–300. Five hundred cells were counted per slide. Two observers (JM and JK) evaluated the immunoslides, and the final score was calculated by taking the mean score. If the ratio between two scores was higher than 1.5, the slides were re-evaluated to reach consensus.

The following primary antibodies were used for immunocytochemical analyses: Monoclonal mouse anti-human progesterone receptor (PR) antibody (Clone PgR 636, DAKO, Glostrup, Denmark), diluted 1:1000, monoclonal mouse anti-human estrogen receptor antibody NCL-ER-6 F11 (NovoCastra Laboratories Ltd, Newcastle, UK), diluted 1:50, monoclonal mouse anti-human HER-2 (c-erbB-2 Oncoprotein) antibody (NCL-CB11), diluted 1:250 (Novocastra Laboratories Ltd., Newcastle, UK).

### RNA isolation

RNA extraction was performed according to the RNeasy mini protocol (Qiagen, Germany). Briefly, one to five millions cells were collected for isolation of RNA from each sample before being applied to the MicroSpin affinity columns in the Qiagen kit. The quality of RNA was assessed using an Agilent 2100 bioanalyzer (Agilent Technologies, Rockville, MD, USA).

### Quantitative real-time PCR analysis

The mRNA expression levels of *ESR1*, *PGR*, *ERBB2* and an endogenous housekeeping gene encoding for 18S ribosomal RNA as a reference were quantified using TaqMan® technology on an ABI PRISM 7500 sequence detection systems (PE Applied Biosystems). Sequence-specific primers and probes were selected from the Assay-on-Demand products (Applied Biosystems), including *ESR1* (assay ID: Hs01046817_m1), *PGR* (Hs00172183_m1), *ERBB2* (Hs00170433_m1) and *18S* ribosomal RNA (Hs99999901_s1). All qRT-PCR experiments included a no template control and were performed at least in duplicate.

### Microarray analysis

A total of eight samples, four from each cell line (control, 2 days, 6 weeks and 10 months), were selected for microarray analysis, performed at the core facility for Bioinformatics and Expression Analysis (BEA) at Karolinska Institutet. Briefly, biotinylated cRNA was hybridized to HG-U133 Plus 2.0 oligonucleotide arrays (Affymetrix Incorporated, Santa Clara, CA, USA), washed and scanned according to the protocol recommended by the supplier. Gene Chip Operating Software (GCOS) was used for calculation of detection calls, signal values and for calculation of the target intensity scaling of each array to an identical value and quantification of the signal log ratio. An average signal log ratio value was calculated for all transcripts in the long-term estrogen deprived cell lines compared to the cell lines cultured in medium containing estrogen. A minimum signal log ratio of 0.7 in each of four pair-wise comparisons was set as a threshold for significant differential expression. The quality of the data was verified by correlation analysis and multidimensional scaling plots in *R* statistical environment using Bioconductor packages ( http://www.bioconductor.org). This data has been made publically available at NCBI GEO with series accession number GSE50820. Gene Ontology (GO) terms enriched in the lists of up-regulated and down-regulated genes including the 300 genes with highest SLR, were identified by Fisher’s exact test. For comparison of genes significantly changed in response to estrogen silencing to those significantly altered in our LTED model, we accessed publically available data (Gene expression omnibus number: GSE27473) from the NCBI GEO repository. The data is taken from a publication by Al Saleh *et al*. [21] where gene expression changes are determined in MCF7 cells after estrogen receptor silencing. In order to directly compare with our data, we downloaded and re-analysed the dataset using the statistical parameters outlined above to determine genes significantly changed in response to estrogen silencing.

### Statistical analysis

All statistical analysis were performed using SPSS data analysis statistics software system version 17.0 (SPSS Inc., Chicago, IL, USA), the statistics tool in Microsoft Excel or R. ANOVA with post-hoc Tukey was performed on H-score and qPCR data and significance was calculated relative to day 0 control. Experimental results are expressed as mean ± SEM, where applicable. *P*-values of < 0.05 were considered statistically significant.

## Results

### Re-expression of ER in an estrogen deprived environment occurs in the absence of PR in MCF7 cells

The breast cancer cell lines MCF7 and BT474 were cultured without estrogen for up to 10 months and examined by immunocytochemistry (quantified by H-score) and qRT-PCR for changes in expression of ER, PR and HER-2/neu at the time points shown in our experimental overview (Figure 1). The ER, PR and HER-2/neu negative MDA-MB-231 cell line served as negative control. Cultured without estrogens, both ER positive cell lines initially stopped growing but MCF7 cells had returned to control levels of growth after ten months of continuous culture as determined by Ki67 (Additional file 1: Figure S1, upper panel), in line with previous studies [22]. BT474 cells displayed increased Ki67 expression after 10 months in LTED culture relative to 6 weeks, but had still not returned control levels of proliferation (Additional file 1: Figure S1, lower panel).

**Figure 1:**
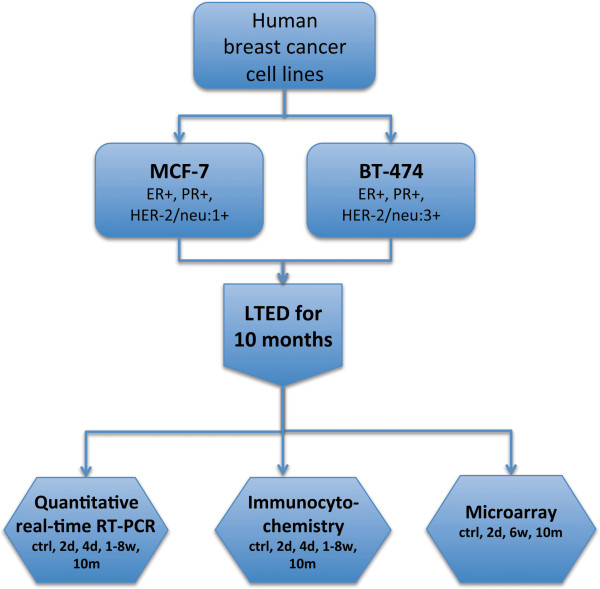
**Experimental flowchart.** ER, PR and HER-2/neu expression were analysed by qRT-PCR and immunocytochemistry (ICC) at selected time points (control, 2 days, 4 days, 1–8 weeks and 10 months after estrogen deprivation). Microarray analysis was performed on control cells and at 2 days, 6 weeks and 10 months after estrogen deprivation.

ER expression in MCF7 cells decreased gradually from 2 weeks to 8 weeks after estrogen deprivation, but was re-expressed at 10 months as determined by immunocytochemistry, qRT-PCR and H-score (Figures 2A, 3A and Additional file 2: Figure S2A, respectively). Using identical methods, we found PR significantly down-regulated 2 days after estrogen deprivation (Figures 2B, 3B and Additional file 2: Figure S2B). After 1–2 weeks its expression was no longer detectable and remained so for the 10 month duration of the study. Changes in ER and PR protein expression at early time points were also confirmed by western blot (Additional file 3: Figure S3). Whilst we noted no change in HER-2/neu expression in response to estrogen deprivation by ICC (Additional file 4: Figure S4- upper panel), we did find a small increase at the mRNA level (Figure 3C). It should be highlighted however, that given the scale of *ERBB2* expression it is unsurprising that this increase is not reflected by ICC. No expression of ER, PR or HER-2/neu was found in MDA-MB 231 cells as determined immunocytochemically (Additional file 5: Figure S5).

**Figure 2:**
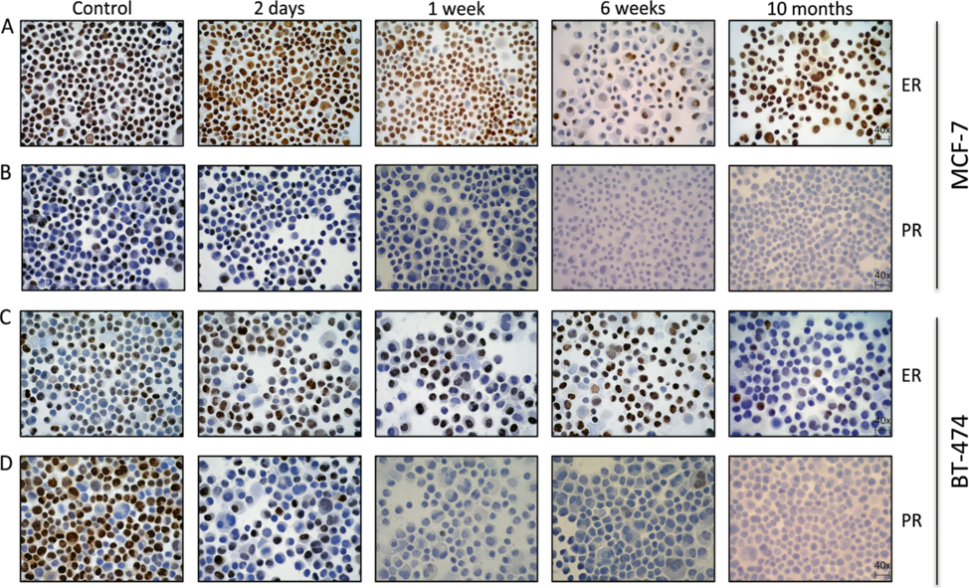
**Characterization of ER and PR expression by ICC at selected time points*. *(A)** ER expression in MCF7 cells. Cells stained brown are positive for the receptor. **(B)** PR expression in MCF7 cells **(C)** ER expression in BT474 cells **(D)** PR expression in BT474 cells. Original magnification 40×.

**Figure 3:**
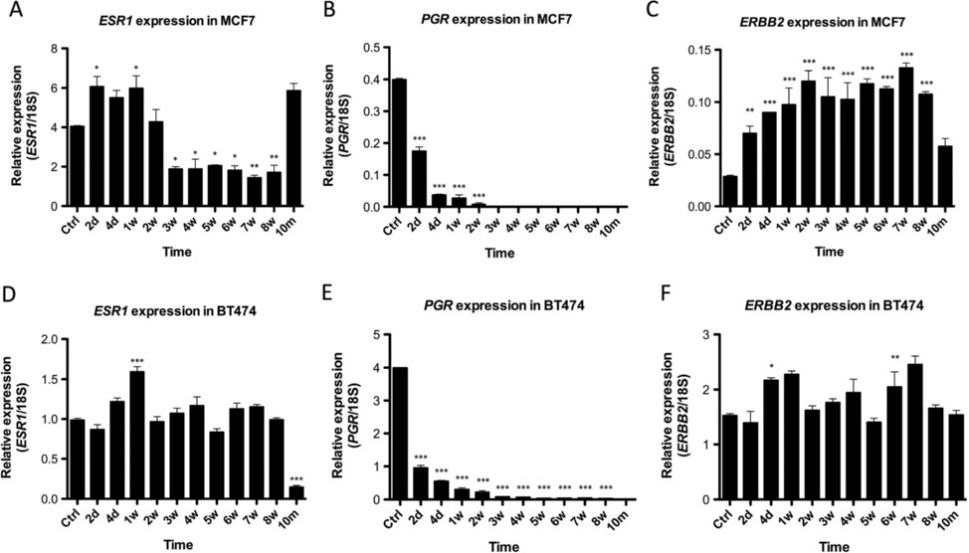
**ESR1, PGR and ERBB2 expression analysed by qRT-PCR. A)** Expression levels of *ESR1*, **(B)***PGR* and **(C)***ERBB2*, respectively, relative to ribosomal 18S in MCF7 cells. **(D)** Expression levels of *ESR1*, **(E)***PGR* and **(F)***ERBB2* relative to ribosomal 18S in BT474 cells. ***P ≥ 0.001, **P ≥ 0.01, *P ≥ 0.05 vs. control, ANOVA with post-hoc Tukey.

These results demonstrate the ability of MCF7 cells to up-regulate ER in the absence of PR under LTED conditions and moreover, highlight the unstable nature of ER and PR expression on both the gene and protein level when external estrogen levels are depleted.

### Reduced ER and PR expression in BT474 cells exposed to long-term estrogen deprived conditions

In BT474 cells, no clear trend in ER expression was noted during the first 8 weeks of estrogen deprivation, but a significant reduction was noted after 10 months by ICC and qRT-PCR (Figures 2C, 3D and Additional file 2: Figure S2C). Similarly to MCF7 cells, PR expression fell dramatically following 2 days of estrogen deprivation, was no longer expressed after 2–3 weeks, and remained undetectable on the protein level for the remainder of the study (Figures 2D, 3E and Additional file 2: Figure S2D). These changes were also confirmed by western blot at early time points (Additional file 3: Figure S3). HER-2/neu expression was not changed at any of the tested time points by ICC (Additional file 4: Figure S4, lower panels) but a weak trend towards increased *ERBB2* was seen in the first 8 weeks of estrogen deprivation by qRT-PCR (Figure 3F).

These experiments again emphasize the instability of ER and PR in response to estrogen deprivation. Moreover, whilst the reduction in ER after 10 months in BT474 cells contrasts its increased expression at the same time-point in MCF7 cells, these results are consistent with the idea that individual cell lines can respond differently to LTED conditions [23].

### Metabolic and cell cycle related genes down-regulated in initial response to estrogen deprivation are re-upregulated in long-term culture

Gene expression profiles were analysed in MCF7 and BT474 cells at 0 and 2 days, 6 weeks and 10 months after estrogen deprivation in order to examine gene expression changes in response to estrogen deprivation (see Figure 1, experimental overview).

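RNA of MCF7 and BT474, 2 estrogen receptor positive breast cancer cell lines of which BT474 also carries an amplified ERBB2, was measured on 8 HG-U133 Plus 2.0 arrays. Each line gave 1 array of control cells and 1 array each at 2 days, 6 weeks and 10 months of estrogen deprivation. Control cells grew in medium with phenol red and whole serum, and deprived cells in medium without phenol red and with charcoal-stripped serum. The control array of a line is from before deprivation, with none at the later times. Differences from control thus also hold the change of serum and medium and the time in culture, which cannot be told apart from the lack of estrogen. The deposited values were log2 expression per probe set, made by the authors with RMA, which corrects background, quantile-normalizes the probes over the arrays and summarises them by median polish. The paper's signal log ratios came from GCOS, which scales each array and compares pairs of arrays; that output is not in the deposited table. Here, each deprived array was compared with the control array of its own line as a difference of log2 values. Of 54613 probe sets that are not controls, 31163 had a value above 5.95, the median of the table, on at least 1 array and were kept for counts. A gene was read from its probe set with the highest mean, and 19775 genes had a probe set of their own. Probe sets and genes are called lower or higher at a difference of 0.7 or more in size in 1 comparison, whereas the paper asks for a signal log ratio of at least 0.7 in each of 4 pair-wise comparisons, which it does not name. Gene lists, comparisons and settings were chosen before the data were examined, although the paper's own results on these arrays were known by then. The median of a gene list was placed among the medians of 10000 random lists of the same size and of like mean expression. Across all probe sets, Pearson's r was 0.973 to 0.996 between the arrays of a line and 0.935 to 0.951 between arrays of different lines, although probe sets are not independent replicates. With 1 array per line and time point there was no replicate within a line, so values within a line carry no error and no p, and the number of arrays limits the precision.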

In MCF7 cells, when comparing the 2 day and 6 week time points to control (0 days), the most down-regulated genes were those involved in metabolic processes and cell cycle, as expected. 

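At 2 days, genes of amino acid uptake and synthesis held some of the most negative differences in MCF7. SLC7A11, the cystine transporter, had a log2 difference from control of -4.48, ASNS, which makes asparagine, -3.39, PHGDH, the first enzyme of serine synthesis, -2.92, and SLC7A5, a transporter of large neutral amino acids, -2.51. Of 28 target genes of ATF4, the transcription factor of the amino acid response, 14 were lower and 0 higher at 2 days (median -0.73), and 13 were lower at 6 weeks (median -0.67). Among 22 genes of serine, glycine and folate one-carbon metabolism, 7 were lower at 2 days (median -0.49) and 10 at 6 weeks (median -0.54), with 0 higher at either time. Examples at 6 weeks were PHGDH at -3.19, the mitochondrial folate enzyme MTHFD2 at -1.37 and the phosphatase PSPH at -1.23. These 4 medians lay below all of the random lists. The lists are not separate, since PHGDH and PSAT1 are on both of them. TYMS of the serine and folate list is also a DNA replication gene, and SLC7A5 and STC2 of the ATF4 list are also estrogen-induced genes. The paper's gene ontology terms from these arrays already had serine, folic acid and amino acid metabolism among down-regulated processes in MCF7 at 2 days. The standing of these lists is therefore not independent of the paper's result. Other metabolic lists stood close to 0 at both times: the medians of sterol synthesis, fatty acid synthesis, glycolysis, oxidative phosphorylation and ribosome biogenesis genes lay between -0.18 and 0.12. By 6 weeks the 5 lowest genes were the progesterone receptor gene PGR at -7.47, the estrogen-responsive GREB1 at -7.37, the amino acid transporter SLC6A14 at -6.57, the scaffold protein PDZK1 at -6.41 and the carbonic anhydrase CA2 at -6.39. In all, 1394 probe sets were lower and 761 higher at 2 days, and 3027 were lower and 2217 higher at 6 weeks. All of these differences rest on a single MCF7 control array.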

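Genes that drive mitosis and DNA replication were lower in MCF7 at both early times. Of 40 mitosis and proliferation genes, 15 were lower and 0 higher after 2 days of estrogen deprivation, with a median log2 difference of -0.64, and 34 were lower and 0 higher after 6 weeks (median -1.09). HMMR, a spindle-associated protein, stood at -1.58 and -2.01 at the 2 times, NUF2, a kinetochore protein, at -1.35 and -1.97, and the mitotic kinase PBK at -1.20 and -1.84. In the list of 40 DNA replication genes, 12 were lower at 2 days (median -0.50) and 22 at 6 weeks (median -0.73), and 0 were higher at either time. PRIM1, the catalytic primase subunit, was lowest at -1.43 and -2.45, followed at 2 days by the replication licensing factor CDT1 at -1.23. All 4 medians were lower than those of every random list.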

Figure 4A depicts the genes affected in cell cycle after 2 days and similar results were noted after 6 weeks (Additional file 6: Figure S6A). 

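Among the 220 probe sets of 92 cell cycle genes listed in Table S1, 26 were lower and 9 higher in MCF7 after 2 days of estrogen deprivation. The largest negative differences among those called decreased in the table were those of the phosphatase CDC14A at -1.59, cyclin E2 (CCNE2) at -1.24, SKP2, which targets cell cycle inhibitors for degradation, at -1.23, the checkpoint kinase CHEK1 at -1.14 and cyclin B1 (CCNB1) at -1.10. The most positive among those called increased were those of CDK6, a kinase of the G1 phase, at 1.22 and the cell cycle inhibitor CDKN1A at 0.93. All of the 56 probe sets that the paper calls increased or decreased had the same sign in the RMA values as in the table, and across them Spearman's rho between the log2 difference and the paper's log fold change was 0.789, although probe sets are not independent replicates. The 48 probe sets that the paper calls decreased had a median of -0.71 at 2 days and -0.89 at 6 weeks. The paper lists its calls with a p and does not name the test behind them, whereas the counts here use the size of the difference alone. Its calls were made on the same MCF7 control and 2-day arrays, so the signs and the 2-day median are not independent evidence. The 6-week median shares the control array.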

A full list of the cell cycle gene altered in MCF7 cells after 2 days LTED is provided in Additional file 7: Table S1. In the same samples the most notable up-regulated genes were *TIMP2*- which is involved in negative regulation of cell proliferation and *NOTCH1*. 

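TIMP2, an inhibitor of matrix metalloproteinases, was higher in MCF7 on all of its 3 kept probe sets, by 0.93 to 1.31 at 2 days and by 1.63 to 1.90 at 6 weeks. The receptor gene NOTCH1 had a log2 difference of 1.56 at 2 days on its 1 kept probe set. Larger differences belonged to other genes. At 2 days the highest were REG4, a secreted lectin of the intestine, at 3.46, the protease CTSE at 2.81, the urothelial gene UPK1A at 2.67 and GRHL3, a transcription factor of epidermal differentiation, at 2.36. After 6 weeks REG4 reached 6.50, UPK1A 6.40 and UPK3A, another urothelial gene, 5.62, and the GABA receptor subunit GABBR2 reached 5.84. HOPX stood at 5.70, the hypoxia-inducible factor gene EPAS1 at 4.92, IGFBP3, which binds insulin-like growth factors, at 4.78, and the lipid carrier APOD at 4.56.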

In the 10 month vs. control comparison we noted a reversal of these trends and genes involved metabolic and proliferative processes were up-regulated. 

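After 10 months, proliferation genes in MCF7 stood above the control array instead of below it. Of 40 mitosis and proliferation genes, 11 were higher and 0 lower (median 0.52), among them ANLN, which acts in cytokinesis, at 1.88, the mitotic transcription factor FOXM1 at 1.41 and the kinase MELK at 1.17. DNA replication genes gave 20 higher and 0 lower (median 0.69), with GINS1 at 1.41, CDC6 at 1.39 and POLA2 at 1.37. Compared directly with the 6-week array, 39 of the mitosis genes and 39 of the replication genes were higher at 10 months, with medians of 1.66 and 1.53. Metabolic lists stood nearer to control. Medians were 0.15 for oxidative phosphorylation, 0.13 for sterol synthesis, 0.16 for fatty acid synthesis, 0.12 for ribosome biogenesis and 0.26 for glycolysis, where 1 gene was higher and 2 were lower. The fatty acid elongase ELOVL6 was at 1.51, the fatty acid synthase FASN at 0.77 and the lactate dehydrogenase subunit LDHB at -3.96. Genes of the amino acid response were low: 18 of 28 ATF4 targets were lower (median -0.88), as were 5 of 22 serine and folate genes (median -0.16), of which 1 was higher. Of 22 chaperone genes of the endoplasmic reticulum, 4 were higher and 1 lower (median 0.20), led by HYOU1 at 1.43. Over all kept probe sets, 2646 were lower and 2354 higher than control.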

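Genes on the list of estrogen-induced genes were among those with the most negative differences in MCF7 at 10 months. GREB1 stood at -5.76, the secreted AGR3 at -5.46, the scaffold protein PDZK1 at -5.45 and PGR, which encodes the progesterone receptor, at -5.19. Of 42 estrogen-induced genes, 26 were lower and 2 higher at 10 months (median -1.04), against 32 lower and 1 higher at 6 weeks (median -1.48) and 17 lower and 1 higher at 2 days (median -0.43). CXorf61, now named CT83 and a cancer/testis antigen, was at -5.10, and the heparan sulfatase SULF1 was lower on all of its 3 kept probe sets, at -1.31 to -3.94. DNALI1, an axonemal dynein light chain, was at -0.90 and -1.92 on its 2 kept probe sets. For DNAH1, an axonemal dynein heavy chain, the 2 kept probe sets lay at 0.19 and -0.82. In the whole list of 29 cell motility and tubulin genes, 4 were lower and 2 higher (median 0.07); the lower ones included the small GTPase RHOB at -1.23 and the adhesion receptor CD44 at -0.93.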

Interestingly, genes down-regulated in the 10 month samples included those putatively involved in cell migration and motility (*DNALI1, DNAH1, CXorf61*), the apoptotic gene *SULF1* and the PR gene *PGR*. Of note, a similar study of gene changes in MCF7 LTED cells over time has been previously performed, albeit in shorter time frame of 180 days [24]. Despite this difference, we saw a similar effect of LTED on the expression of the *ESR1*, *MKI67*, *EGFR* and *RAF1* genes in our study as that found in the work of Aguilar *et al*. (Additional file 8: Figure S7), highlighting the reproducibility of LTED models.

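ESR1, the gene of the estrogen receptor, had log2 differences of 0.09, -1.36 and 0.64 in MCF7 at 2 days, 6 weeks and 10 months on its brightest probe set. At 10 months its 6 kept probe sets lay between 0.64 and 1.22, with 5 past the threshold, while at 6 weeks they spread from -1.36 to 0.22, with 2 past it as lower. MKI67, which encodes the proliferation marker Ki67, was at 0.79 to 1.22 on its 4 kept probe sets at 10 months and at -0.98 to -0.36 at 6 weeks. EGFR, the epidermal growth factor receptor gene, was at 0.77 at 6 weeks on its brightest probe set, and its 8 kept probe sets ranged from -0.03 to 2.13. At 10 months the same 8 probe sets ranged from 0.03 to 0.95. GATA3, a transcription factor of luminal cells, stood at -0.03, -0.15 and -0.34 at the 3 times. RAF1 has no probe set of its own in the annotation and was not analysed here.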

**Figure 4:**
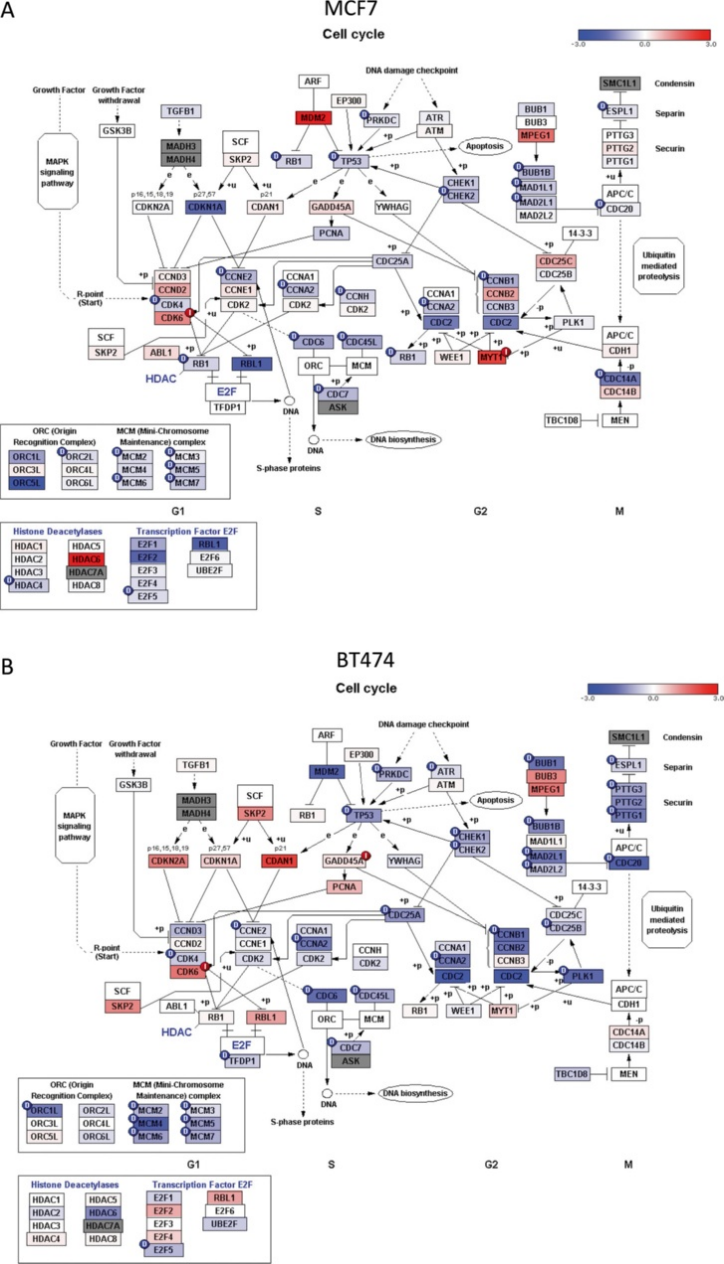
**Cell cycle genes affected in estrogen deprived cells.** Red and blue boxes indicate up- and down regulated gene expression in response to estrogen deprivation relative to untreated control. Small circles (red and blue) mark a statistically significant increase or decrease in expression. **(A)** MCF7 cells at 2 days after estrogen deprivation versus control cells. **(B)** BT474 cells at 6 weeks after estrogen deprivation versus control cells.

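In BT474 the mitosis genes stood near control at 2 days and the replication genes slightly above it, and both stood below it at 6 weeks. None of 40 mitosis and proliferation genes was lower or higher at 2 days (median 0.08). The median of 40 DNA replication genes was 0.26 at 2 days, above all of the random lists, with 3 genes below 0 and 0 past the threshold. At 6 weeks, 38 mitosis genes were lower (median -1.25), for example the mitotic activator CDC20 at -1.94, the checkpoint kinase TTK at -1.68 and cyclin A2 (CCNA2) at -1.66. Of the replication genes 23 were lower (median -0.80), among them the helicase subunit MCM5 at -1.41 and ORC1 of the origin recognition complex at -1.33. No gene of either list was higher at 6 weeks. Genes of lipid synthesis and ribosome assembly were lower as well: 8 of 19 sterol synthesis genes (median -0.59, 1 higher), with the squalene epoxidase SQLE at -1.74, 5 of 16 fatty acid synthesis genes (median -0.36, 1 higher) and 5 of 20 ribosome biogenesis genes (median -0.55). Estrogen-induced genes had a median of -1.11, or -0.72 with the mean of all probe sets of a gene, and 23 of 42 were lower. MYC, a transcription factor of growth and ribosome synthesis, was at -4.37. Serine and folate genes had a median of -0.24, with 6 of 22 lower and 1 higher, whereas ATF4 targets were higher, 8 of 28 against 1 lower (median 0.53). In total, 177 probe sets were lower and 341 higher at 2 days, and 1284 were lower and 1853 higher at 6 weeks.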

In general, similar results were noted for BT474 cells at early time points, however the effect on cell cycle was less obvious after 2 days (Additional file 7: Figure S6B) but became apparent after 6 weeks (Figure 4B). 

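Of the 220 cell cycle probe sets in Table S2, 42 were lower and 5 higher in BT474 after 6 weeks. Among those the paper calls decreased, the most negative were a probe set of cyclin A2 at -1.96, CDC20, the checkpoint kinase BUB1 at -1.70, cyclin B1 at -1.57 and the licensing factor CDC6 at -1.51. CDK6 was the most positive at 1.24. The sign was that of the paper's table for all of the 82 probe sets called increased or decreased, and Spearman's rho across them was 0.948. The 71 probe sets called decreased had a median of -0.80 at 6 weeks, against 0.16 at 2 days and 0.09 at 10 months in the same line. The paper made these calls on the same BT474 control and 6-week arrays, so the signs and the 6-week median are not independent evidence. The medians at the other times share that control array.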

A full list of the cell cycle gene altered in BT474 cells after 6 weeks LTED is provided in Additional file 9: Table S2. 

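The chemokine receptor gene CXCR4 was higher in BT474 at 10 months on all of its 3 kept probe sets, by 2.78 to 3.54, and INHBA, which encodes a subunit of activin, on both of its kept probe sets, by 2.07 and 3.39. The largest positive differences were those of REG4 at 5.05, GABBR2 at 4.96, the chaperone CLGN at 4.82 and the protease inhibitor CSTA at 4.77. On the other side stood TCN1, a vitamin B12 carrier, at -9.03, PGR at -8.63 and the small heat shock protein HSPB8 at -6.27. VIM, which encodes the intermediate filament vimentin, was at -4.01, and the tubulin gene TUBA1A at -4.06. SEMA6A, a semaphorin, lay between -0.44 and -1.34 on 3 kept probe sets, and KIF6, a kinesin near the background of the arrays, at -0.35. Over the 29 cell motility and tubulin genes, 3 were lower and 1 higher (median 0.01), and over 40 mitosis and proliferation genes 5 were higher and 0 lower (median 0.37), such as the centromere protein CENPA at 1.03. DNA replication genes had 1 member higher and 0 lower (median 0.03). Lipid synthesis genes were higher, 5 of 19 for sterols (median 0.56, with MSMO1 at 1.21) and 5 of 16 for fatty acids (median 0.50, 3 lower), and so were 12 of 28 ATF4 targets (median 0.57, 2 lower). The estrogen-induced list was low, with 24 of 42 lower and 2 higher (median -0.76). Of the 1088 lower and 2676 higher probe sets, 71.1% were higher, and 59.7% of those past the threshold when each array was centred on its median.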

Again, the 10 month vs. control comparison showed up-regulation of genes involved in metabolic and proliferative processes (*CXCR4, INHBA*), and down-regulation of those involved in cell motility (*KIF6, VIM, TUBA1A*), apoptosis (*SEMA6A*) and the *PGR* gene.

Together, these results point to an early down-regulation of genes involved in metabolic processes and cell cycle, as would be expected from estrogen deprivation. 

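Genes induced by estrogen and genes of the cell cycle stood below control in both lines at 6 weeks, and the mitosis genes stood above control in both at 10 months. From Ki67 protein staining, the paper describes MCF7 at 10 months as back at control levels of growth and BT474 as not. MKI67 RNA in BT474 at 10 months lay between -0.05 and 0.64 on its 4 kept probe sets, with 0 past the threshold. To test changes common to both lines, the 8 arrays were fitted with limma with cell line as a block, so that the residual is the disagreement between the lines. At 10 months 4 probe sets passed an adjusted p of 0.05. GUCY1B1, a subunit of soluble guanylate cyclase, rose by 4.53 (standard error 0.25, adjusted p = 0.0393), with 4.83 in MCF7 and 4.23 in BT474. All of the 3 probe sets of RHOBTB3, an atypical Rho GTPase, fell, with changes of -3.21, -2.97 and -2.67 (adjusted p = 0.0445 for each, lower in both lines). These calls depended on the setting: after cyclic loess 0 passed at 10 months (990 down and 1606 up at an unadjusted p under 0.05), and at most 1 passed when the control or the 10-month array of either line was left out. In limma, 0 probe sets passed at 6 weeks, where 1283 were down and 1156 up at an unadjusted p under 0.05, and 0 passed at 2 days, where these counts were 101 and 110. The residual is pooled over all times, so disagreement of the lines at later times also enters the test at 2 days. The 0 at 2 days is therefore no sign that the lines share no early change. With the 4 arrays of that comparison alone, 11 probe sets down and 3 up passed at 2 days, with 1 residual degree of freedom. The 0 at 6 weeks depended on the setting as well, with 15 down and 34 up without the BT474 6-week array and 2 down and 2 up with the stricter filter. The gene lists with the lowest adjusted p at 6 weeks, all pointing down, were mitosis and proliferation (adjusted p = 7.32e-40 from camera, adjusted p = 0.480 with an estimated correlation), estrogen-induced genes (adjusted p = 7.51e-24 and 0.0914 in the same order) and DNA replication (adjusted p = 4.72e-19 and 0.617). At 10 months the mitosis and replication lists pointed up (adjusted p = 2e-09 and 0.000107 from camera, adjusted p = 0.864 and 0.992 with an estimated correlation), while the estrogen-induced list pointed down (adjusted p = 5.48e-14, and 0.195 with an estimated correlation). For the motility and tubulin list at 10 months the adjusted p was 0.899 from camera. No list passed at any time with an estimated correlation, whereas 12, 11 and 10 of 32 passed with the preset one at 2 days, 6 weeks and 10 months. At each time these include the down-regulated list of Table S5, which the study chose partly on the MCF7 control and 6-week arrays. The paper reads the lower values at the early times as an early down-regulation of genes of metabolic processes and of the cell cycle, which it states would be expected from estrogen deprivation, and it states that genes of these processes are up-regulated in long-term culture.

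**Figure D1:**
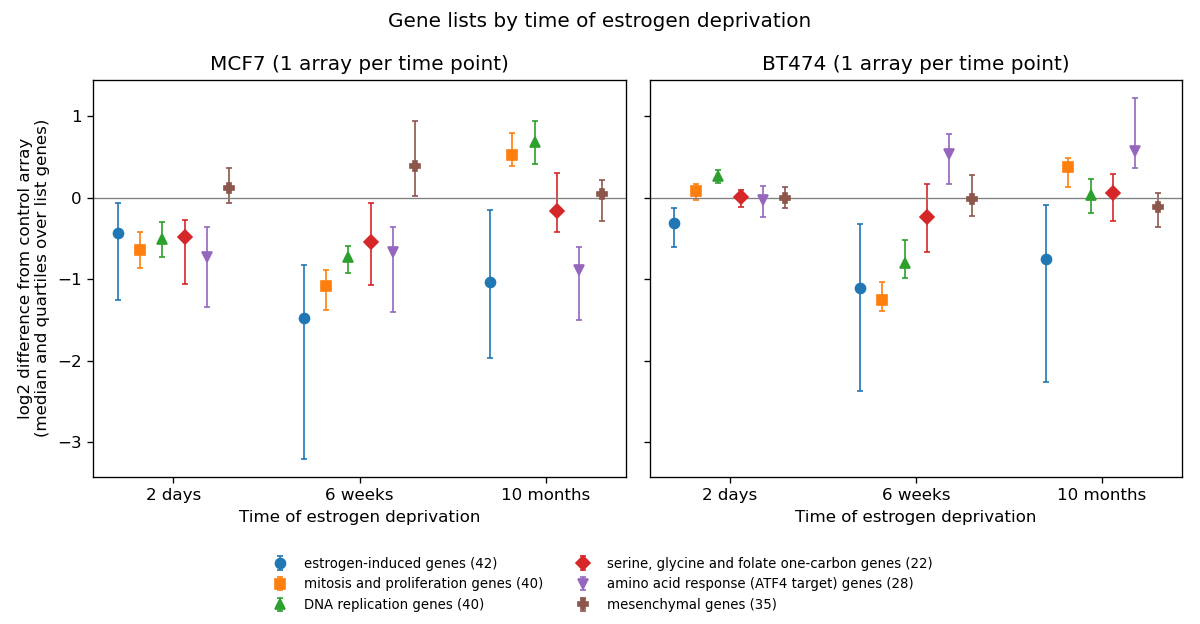
Median log2 difference from the control array of the same line (vertical axis) for 6 gene lists in MCF7 and in BT474 at 2 days, 6 weeks and 10 months of estrogen deprivation (horizontal axis), with bars for the quartiles over the genes of each list. The mitosis list lies at -1.09 and -1.25 at 6 weeks and at 0.52 and 0.37 at 10 months in MCF7 and BT474, and the ATF4 target list lies below 0 at each time in MCF7 and above 0 at 6 weeks and 10 months in BT474.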

In long-term LTED culture, the situation is reversed and genes involved in the same processes are up-regulated whilst notably, genes implicated in cell motility and epithelial-to-mesenchymal transition (*VIM*) are down-regulated, in line with the “go or grow” hypothesis [25].

### Strong similarity between cell line genes altered in response to estrogen deprivation and those found in AI-treated breast cancer patients

Next, with the aim of comparing the observed gene expression changes following estrogen deprivation in breast cancer cells to patients who received aromatase inhibitor (AI) treatment, we analysed a publicly available array data set consisting of 58 postmenopausal breast cancer patients with array profiles assessed before and after neoadjuvant treatment with letrozole (Gene expression omnibus number: GSE5462) [26].

In order to determine if similar processes were affected between our cell lines in response to estrogen deprivation and AI treated patients, we performed gene ontology analysis on our day 2 vs. control gene expression from MCF7 (Additional file 10: Table S3) and BT474 (Additional file 11: Table S4) cells. 

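Of the probe sets past the threshold at 2 days, 34 were lower in both lines, against 7.92 for independent lists of these sizes, and 38 were higher in both, against 8.33. In opposite directions, 37 were lower in MCF7 and higher in BT474, against 15.25, and 8 the other way, against 4.32. Estrogen-induced genes were low in both: in BT474 8 of 42 were lower and 0 higher (median -0.32), with PDZK1 at -2.00 and the early growth response factor EGR3 at -1.78, against -1.90 in MCF7. In BT474 6 of 19 hypoxia genes were lower and 0 higher (median -0.57, or -0.34 with the mean of all probe sets of a gene). Of the lower ones, NDRG1 was at -1.46, the angiogenic factor VEGFA at -1.31 and PDK1, which inhibits pyruvate dehydrogenase, at -1.09. In MCF7 the same list had 1 lower and 2 higher (median 0.08). Glycolysis genes had medians of -0.26 in BT474, where the regulatory enzyme PFKFB3 was at -1.10, and 0.07 in MCF7, where PFKFB3 was at 0.71. The BT474 genes with the most positive differences were HINT3 at 2.23, the secreted BPIFB1 at 2.06, CBLN2 at 2.06 and TNFRSF19 at 1.91. The gene ontology terms of Tables S3 and S4 are not part of the deposited table, and enrichment of terms was not repeated.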

We found that the most changed processes in our cell line model including metabolic pathways, cell cycle, DNA replication, developmental processes and ion transport were also significantly changed in AI treated patients (see Miller *et al.*[26]).

Next, we examined the specific genes that were differentially expressed in our cell line model with those significantly changed upon letrozole treatment (Miller *et al.*[26]). We found that 14 of the 52 genes displaying decreased expression in AI-treated patients were also down-regulated in MCF7 cells after 2 days. This number rose to 25 out of 52 when considering genes down-regulated in MCF7s 6 weeks after estrogen deprivation (Figure 5A).

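The genes printed in Fig. 5A for MCF7 include genes of mitosis and of estrogen response. Of the 19 names shown there for both lines and the patients, 8 were lower in MCF7 at 2 days and 18 at 6 weeks, where their median log2 difference was -1.12. TFF3, a secreted trefoil peptide, was at -4.64, NCAPG, a condensin subunit, at -1.68, the coactivator and corepressor NRIP1 at -1.86 and MAD2L1 of the spindle checkpoint at -1.24. Of 5 further names shown for MCF7 and the patients, 4 have a probe set of their own, and all 4 were lower at 6 weeks. These names were read from the figure and chosen by the study on these arrays, so their direction is not independent evidence.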

**Figure 5:**
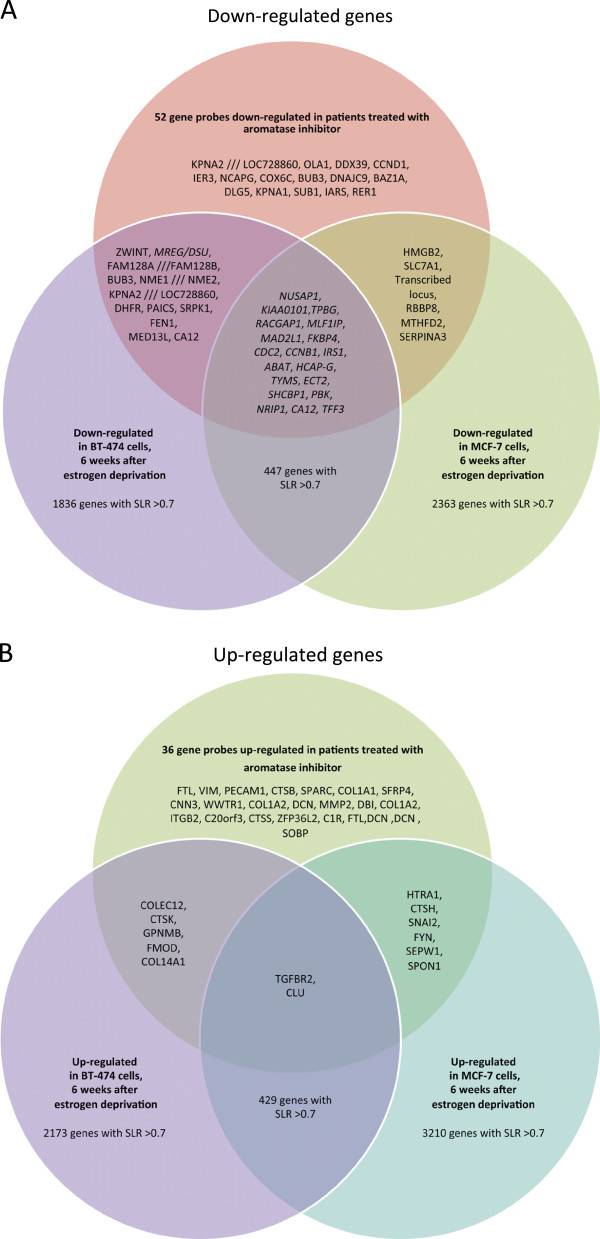
**Venn diagram comparing significantly changed genes in MCF7, BT474 cell lines and AI-treated patients. (A)** Genes significantly down-regulated in response to estrogen deprivation after 6 weeks vs. control in MCF7 and BT474 cells compared with those significantly down-regulated in AI-treated patients **(B)** Genes significantly up-regulated in response to estrogen deprivation after 6 weeks vs. control in MCF7 and BT474 cells compared with those significantly up-regulated in AI-treated patients.

Similarly in BT474 cells after 2 days, only 2/52 genes overlapped with those down-regulated in AI patients, but this increased to 31/52 when comparing to the 6 week estrogen deprived (Figure 5A) samples. 

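In both lines, probe sets lower at 6 weeks overlapped: 458 were lower in MCF7 and in BT474, 3.67 times the 124.7 of independent lists of these sizes. In BT474, 15 of the 19 genes printed in Fig. 5A for both lines were lower at 6 weeks (median -0.98), and all of these were also lower in MCF7, whereas 0 were lower in BT474 at 2 days. IRS1, the insulin receptor substrate, was at -1.10 in MCF7 and -1.71 in BT474, NCAPG at -1.68 and -1.25, PBK at -1.84 and -1.42, and CCNB1 at -1.05 and -1.57. At 10 months 1 of the 19 was lower in both lines. Of 9 names that Fig. 5A prints for BT474 and the patients, 8 have a probe set of their own, and at 6 weeks 4 of these were lower in BT474 (median -0.66, with all 8 below 0) and 4 in MCF7 (median -0.44). The counts of opposite direction at 6 weeks were nearer to those of independent lists, 224 lower in MCF7 and higher in BT474 against 180.0, and 109 the other way against 91.3. Probe sets are not independent replicates, so no p is given for an overlap.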

Of note, 19/52 gene probes down-regulated in both BT474 and MCF7 cells at 6 weeks after estrogen deprivation were also down-regulated in AI-treated patients (Figure 5A).

Up-regulated genes showed a smaller overlap with patient data; in MCF7 cells 4/36 and 8/36 gene probes up-regulated after 2 days and 6 weeks estrogen deprivation respectively were also up-regulated in AI treated patients (Figure 5B). In BT474 cells these numbers fell to 2/36 and 7/36 gene probes after 2 days and 6 weeks respectively (Figure 5B). 

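TGFBR2, a receptor of transforming growth factor beta, was higher at 6 weeks in MCF7 (1.40) and in BT474 (0.96), and at 10 months it was at 0.27 and 1.70. CLU, which encodes the secreted chaperone clusterin, lay at 1.43 to 1.61 in MCF7 and 0.74 to 1.19 in BT474 on its 3 kept probe sets at 6 weeks. Over all kept probe sets, 379 were higher in both lines at 6 weeks, 2.88 times the 131.8 of independent lists. For the names that Fig. 5B prints for 1 line and the patients, 5 of 6 were higher in MCF7, led by the kinase FYN at 2.96 and the protease CTSH at 2.01, and 4 of 5 were higher in BT474, for example COLEC12 at 1.28. The fifth, the collagen gene COL14A1, was read from a probe set removed by the filter (0.05), and its 2 kept probe sets were at 3.58 and 3.63. As with the down-regulated names, this list was chosen by the study.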

Two genes were up-regulated in both MCF7 and BT474 cells at 6 weeks (*TGFBR2* and *CLU*) were also upregulated in AI treated patients (Figure 5B).

Finally, in order to determine if gene changes caused specifically by loss of estrogen receptor are also present in the genes of LTED cells and AI –treated patients, we utilised publically available data (Gene expression omnibus number: GSE27473) of MCF7 cells treated with siRNA against the estrogen receptor [21]. Notably, we found an overlap of 4 genes significantly up-regulated and 11 genes significantly down-regulated in all three datasets (Additional file 12: Table S5). Of the up regulated genes, both *SNAI2* and *TGFBR2* are associated with promotion of epithelial-to-mesenchymal transition, whilst among the down-regulated genes were those responsible for the suppression of EMT including *RACGAP1*, *TFF3* and *IRS1*. These results again implicate the induction of EMT through loss of estrogen receptor, in line with the work of others [21].

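In MCF7 at 6 weeks, genes of extracellular matrix and of transforming growth factor beta signalling were among the higher members of the mesenchymal list. Of 35 mesenchymal genes, 11 were higher and 0 lower (median 0.39, and 0.59 over the members kept by the filter), led by TGFB2 at 3.70, the collagen COL5A1 at 2.63, fibronectin (FN1) at 1.84 and TGFBI at 1.81. Other such genes on that array were nearer to control: VIM was at 0.06, and the fibroblast and endothelial markers had a median of 0.18, or 0.34 over kept genes, with 1 of 14 higher. Markers of the mesenchymal line MDA-MB-231 had a median of 0.33, above the central range of their random lists, which ends at 0.26, with 5 of 19 higher and 2 lower. Epithelial genes were not lower: of 29, 5 were higher and 0 lower (median 0.13), with the tight junction gene CLDN1 at 3.76. In BT474 at 6 weeks 4 mesenchymal genes were higher and 4 lower (median -0.02). The median of the list in MCF7 at 10 months was 0.04. SNAI2, a repressor of epithelial genes, was at 1.09 in MCF7 and -0.22 in BT474 at 6 weeks, and the serine protease HTRA1 at 1.06 and 0.59. In the down-regulated list of Table S5, 9 of 11 genes were lower in MCF7 at 6 weeks (median -1.14) and 6 in BT474 (median -0.74), with RACGAP1, which acts in cytokinesis, at -1.14 and -1.02. Of the up-regulated list, 3 of 4 were higher in MCF7 (median 1.07) and 1 in BT474, where WWTR1 was lower at -0.84. The study chose both lists partly on the MCF7 control and 6-week arrays, so the MCF7 counts are not independent evidence of direction, whereas the BT474 arrays were not used for them. For the change common to both lines at 6 weeks, the mesenchymal list had an adjusted p of 0.123 from camera.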

Taken together these data lend weight to the ability of this established model to provide relevant translational information and further support its use as a testing ground for elucidation of factors that mediate anti-estrogen treatment resistance.

## Discussion

In spite of the substantial progress that has been achieved in recent years in the treatment of hormone receptor positive breast cancer, *de novo* and acquired resistance to endocrine therapy is still a major clinical problem [8,9]. In this descriptive study, we employed a LTED model to gain a greater understanding of how estrogen deprivation impacts clinically relevant prognostic markers and gene expression over time. To our knowledge, this is the first report to comprehensively investigate ER, PR and HER-2/neu expression along with qRT-PCR and gene expression array profiles at multiple early and late time points, in breast cancer cell lines after estrogen deprivation. Overall, our data are in line with previous reports showing that breast cancer cells can survive estrogen deprivation and re-grow, creating a phenotype that is likely less responsive to anti-hormonal therapy [27]. Additionally, due to the multiple consecutive time points examined, we note clear trends in how the expression of ER and PR change over time on both the gene and protein level. Lastly, we underline the similarities between the specific genes changed in our LTED cell lines and patients treated with aromatase inhibitors, demonstrating the strong translational value of this model, as others have also noted [23,24,28].

In order to put our work in the context of other studies and strengthen our findings, we compared our gene expression results to that of Aguilar *et al*., who performed a similar study in an MCF7 LTED model [24]. Through integrated aCGH and gene expression analysis the Aguilar study demonstrated that there may be shift towards a transcriptomic program in LTED cells that is independent of ERα transcriptional function. Whilst we did not perform matching aCGH analysis on our LTED samples, and despite the differences in time points assessed in both studies, we did note similar changes in gene expression probes over time. Specifically, we noted analogous changes in the probes for *ESR1, MKI67*, *EGFR* and *RAF1* (but not *GATA3*), thus lending support to hypotheses proposed by Aguilar *et al.*

Recent publications including two prospective studies, indicate lack of stability of ER and PR during tumour progression, in particular they seem to be altered when adjuvant therapies are given [29-31]. This loss of receptors, at least in the examined parts of the biopsies, may be a further factor involved in resistance to endocrine therapies. It is also apparent from these studies that ER and PR seem to be more discordant in patients receiving more abundant adjuvant therapies and a similar finding has been demonstrated with chemotherapy and trastuzumab in the comparison of HER-2/neu status in the primary tumour and the corresponding recurrence [31]. This clinical instability is reflected in our present cell line model, again underlining the suitability of LTED studies for investigating the time related alteration of receptors during conditions which mimic endocrine therapy with aromatase inhibition.

Previous studies have shown the propensity of breast cancer cells to adapt to conditions of long-term estrogen deprivation by up-regulating expression of ER, but not PR [19,32], thus developing hypersensitivity to the mitogenic effect of estradiol. In our experiments, we observed a marked up-regulation of ER in the MCF7 but not BT474 cell line at 10 months after estrogen deprivation. Some reports claim that this estradiol hypersensitivity is not a consequence of ER-mediated gene transcription but rather related to activation of the MAPK/ERK [19] and EGFR/ERBB/AKT pathways [24]. Similarly, recent evidence has also implicated a switch from ERα to NOTCH signalling in LTED cells [28], a finding supported by our analysis where we see an up-regulation of the *NOTCH1* in MCF7 cells relative to control after 6 weeks of LTED culture.

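At 6 weeks, NOTCH1 stood 0.42 above control in MCF7 on the log2 scale, under the threshold, and other genes of the Notch pathway went both ways. Of 26 Notch pathway genes, 4 were higher and 5 lower at 6 weeks (median 0.07). The higher ones were the coactivator MAML2 at 3.02, the Notch target HEY1 at 1.49, the ligand JAG2 at 1.19 and the receptor NOTCH3 at 0.98. Among the lower ones, the target HEY2 was at -4.35, the feedback regulator NRARP at -1.14 and the ligand DLL1 at -0.99. At 2 days the list had 3 genes higher and 1 lower (median 0.13). By 10 months NOTCH1 was at -0.68 and the median at -0.03. BT474 had NOTCH1 at -0.36 and a list median of 0.04 at 6 weeks, and the change common to both lines had an adjusted p of 0.381 from camera.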

The up-regulation of *NOTCH1* fits well with our findings of increased expression of genes that promote EMT in both LTED MCF7 cells at 6 weeks and AI treated patients. Previous studies have linked induction of EMT under hypoxic conditions to Notch signalling [33], whilst ectopic expression of Notch1 intracellular domain (N1CD) has been demonstrated to trigger an EMT in epithelial cancer cells [34]. Of particular note, others have shown that a decrease in estrogen dependency is correlated with an increase of the EMT marker Snail1 in an MCF7 LTED model [35]. What these results mean in the context of AI treatment of breast cancer patients is difficult to ascertain. One might expect that as induction of EMT leads to an enhancement in the migratory capacity of cells, treating breast cancer patients with AIs would push tumour cells towards a more invasive metastatic phenotype. However, given the high success rates of endocrine treatments and reduced numbers of metastasis seen amongst these patients (relative to those who receive chemotherapy), this hypothesis would seem unlikely.

The down-regulation of PR following estrogen deprivation observed in our experiments could be caused by multiple cellular mechanisms. Cui *et al.* have shown that insulin-like growth factor-1 (IGF-1), independent of ER activity, considerably down-regulates PR through the PI3K (Akt/mTOR) pathway [36]. Along with others, they propose that low PR status may serve as an indicator of substantial activation of the growth factor signalling cascade, leading to hormonal therapy resistance [37-40]. However, our gene array data did not support any significant involvement of the PI3K/Akt pathway and as such the mechanisms governing loss of PR in our model will require further investigations.

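Genes of the PI3K, AKT and mTOR pathway stood close to control as a group in both lines. The medians of 33 such genes were 0.04, 0.02 and -0.05 in MCF7 at 2 days, 6 weeks and 10 months, and 0.00, 0.00 and 0.02 in BT474. Single members did differ. In MCF7 at 6 weeks 5 were lower and 0 higher, among them the kinase SGK1 at -3.57 and the regulatory subunit PIK3R1 at -1.19. At 10 months 7 were lower, such as DDIT4, an inhibitor of mTOR, at -3.15 and the lipid phosphatase INPP4B at -1.09. In BT474 at 10 months INPP4B was at -1.93, whereas DDIT4 was at 1.42 and the transcription factor FOXO1 at 1.13. For the change common to both lines, the adjusted p of the list from camera was 0.516, 0.616 and 0.996 at the 3 times. Transcript levels do not measure phosphorylation, and several genes of the pathway have no probe set of their own and were not analysed here.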

## Conclusions

Our data highlight the instability of ER, PR and metabolic/proliferative processes in response to short and long-term estrogen deprivation. Additionally we demonstrate considerable the overlap between genes altered in LTED culture and AI-treated breast cancer patients. These results further strengthen the use of LTED models as a valuable translational research tool to further our understanding of the major clinical obstacle that is hormonal resistance.

## Competing interests

Professor Bergh receives research funding from Merck, paid to Karolinska Institutet and from Amgen, Roche, Sanofi-Aventis and Bayer, paid to Karolinska University Hospital. The authors have no other potential competing interest to disclose.

## Authors’ contributions

JM carried out the cell culturing, immunocytochemistry, H score analysis and qRT–PCR analysis, performed statistical analysis studies, participated in the interpretation of the data and drafted the manuscript. JK carried out H score analysis, participated in the interpretation of the data and helped to draft the manuscript. ALB helped with the immunocytochemistry analysis and isolation of RNA and DNA. TF participated in the qRT–PCR analysis. JB conceived of the study, participated in its design and coordination and revised the manuscript critically. NT participated in the interpretation of the data, design, performed the statistical analysis, and revised the manuscript critically. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/13/473/prepub

## Supplementary Material

Additional file 1: Figure S1. Characterization of Ki67 expression by ICC in MCF7 and BT474 cell lines at consecutive time points. Cells stained brown are positive for Ki67. Upper panel: MCF7 cells, Lower panel: BT474 cells. Original magnification 40×. Click here for file

Additional file 2: Figure S2 Histograms of modified H score analysis. (A) Expression of ER and (B) PR in MCF7 cells. (C) Expression of ER and (D) PR in BT474 cells. ***P ≥ 0.001, **P ≥ 0.01, *P ≥ 0.05 vs. control, ANOVA with post-hoc Tukey. Click here for file

Additional file 3: Figure S3 Western blots showing changes in ER and PR expression in response to estrogen deprivation in BT474 and MCF7 cells at early time points. β-actin is included as loading control and MDA-MB-231 cells are included as negative control for ER and PR expression. Blots are representative. Click here for file

Additional file 4: Figure S4 Characterization of HER-2/neu expression by ICC in MCF7 and BT474 cell lines at consecutive time points. Cells stained brown are positive for HER-2/neu receptor. Upper panel: MCF7 cells, Lower panel: BT474 cells. Original magnification 40×. Click here for file

Additional file 5: Figure S5 Characterization of ER, PR and HER-2/neu expression by ICC in MDA-MB-231 cell line at consecutive time points. (A) Lack of ER expression (B) Lack of PR expression. (C) Lack of HER-2/neu expression. Original magnification 40×. Click here for file

Additional file 6: Figure S6 Cell cycle genes affected in estrogen deprived cells. Red and blue boxes indicate up- and down regulated gene expression in response to estrogen deprivation. Small circles (red and blue) mark a statistically significant increase or decrease in expression. (A) MCF7 cells at 6 weeks after estrogen deprivation versus control cells (B) BT474 cells at 2 days after estrogen deprivation versus control cells. Click here for file

Additional file 7: Table S1 Log fold change of cell cycle genes in MCF7 cells 2 days after estrogen deprivation versus control. This table displays all genes of the human KEGG annotated cell cycle pathway and their fold change after two days of estrogen deprivation relative to control, sorted according to p-value. Note, multiple affymetrix probes can map to the same gene. *Direction of change: I = Increase, D = Decrease and NC = No statistically significant change. Click here for file

Additional file 8: Figure S7 The effect of LTED on selected probesets. Here, in order to put our results in context with other scientific publications we reproduced the probeset plots of Aguilar *et al.* (A) *ESR1* affymetrix probesets (B) *MKI67* affymetrix probesets (C) Genes related to ER genomic function. Click here for file

Additional file 9: Table S2 Log fold change of cell cycle genes in BT474 cells 6 weeks after estrogen deprivation versus control. This table displays all genes of the human KEGG annotated cell cycle pathway and their fold change after 6 weeks of estrogen deprivation relative to control, sorted according to p-value. Note, multiple affymetrix probes can map to the same gene. *Direction of change: I = Increase, D = Decrease and NC = No statistically significant change. Click here for file

Additional file 10: Table S3 MCF7 cells 2 days after estrogen deprivation versus control cells. The table represents the number of genes matching the 10 most commonly occurring GO terms in the GO molecular function, biological processes, and cellular component classes. The 300 genes with highest SLR were selected. Click here for file

Additional file 11: Table S4 BT474 cells 2 days after estrogen deprivation versus control cells. The table represents the number of genes matching the 10 most commonly occurring GO terms in the GO molecular function, biological processes, and cellular component classes. The 300 genes with highest SLR were selected. Click here for file

Additional file 12: Table S5 Genes in common amongst those significantly altered in all three analysed datasets: MCF7 LTED culture, ER-silenced MCF7 cells and breast cancer patients treated with aromatase inhibitors. We determined the genes most significantly altered in three datasets; our MCF7 LTED samples (control vs. 6 weeks, pvalue cutoff = 0.004), a publically available dataset of MCF7 cells where the ER has been silenced (control vs. silenced, pvalue cutoff = 0.004, GSE27473) and a publically available dataset of breast cancer patients treated with aromatase inhibitors (GSE5462). We then determined the genes in common amongst those significantly altered in all three studies and present them here divided into those up and down regulated. Click here for file

# Supplementary material for: Clinical instability of breast cancer markers is reflected in long-term in vitro estrogen deprivation studies
**Source:** BMC Cancer. 2013 Oct 11;13:473. doi: 10.1186/1471-2407-13-473
**Supplement:** Additional file 7: Table S1 — Log fold change of cell cycle genes in MCF7 cells 2 days after estrogen deprivation versus control. This table displays all genes of the human KEGG annotated cell cycle pathway and their fold change after two days of estrogen deprivation relative to control, sorted according to p-value. Note, multiple affymetrix probes can map to the same gene. *Direction of change: I = Increase, D = Decrease and NC = No statistically significant change.

Affymetrix probes	Gene Symbol	MCF7 log fold change	Direction of change*	MCF7 p-value
224847_at	CDK6	1.3	I	0.00004
212672_at	ATM	-1	D	4E-05
203132_at	RB1	-0.5	D	4E-05
201456_s_at	BUB3	-0.4	D	4E-05
201746_at	TP53	-0.6	D	4E-05
203755_at	BUB1B	-0.8	D	4E-05
203418_at	CCNA2	-0.8	D	4E-05
213226_at	CCNA2	-0.7	D	4E-05
214710_s_at	CCNB1	-0.5	D	4E-05
228729_at	CCNB1	-0.9	D	4E-05
205034_at	CCNE2	-0.8	D	4E-05
203213_at	CDC2	-0.6	D	4E-05
205167_s_at	CDC25C	-1	D	4E-05
202246_s_at	CDK4	-0.5	D	4E-05
203362_s_at	MAD2L1	-0.7	D	4E-05
220651_s_at	MCM10	-0.6	D	4E-05
203625_x_at	SKP2	-1.1	D	4E-05
211814_s_at	CCNE2	-0.6	D	4.6E-05
210416_s_at	CHEK2	-0.8	D	4.6E-05
201202_at	PCNA	-0.4	D	4.6E-05
210559_s_at	CDC2	-0.7	D	4.6E-05
204510_at	CDC7	-0.8	D	4.6E-05
204225_at	HDAC4	-0.6	D	5.4E-05
203968_s_at	CDC6	-0.7	D	5.4E-05
202284_s_at	CDKN1A	1.1	I	0.000054
205288_at	CDC14A	-1.4	D	7E-05
202107_s_at	MCM2	-0.4	D	7E-05
210983_s_at	MCM7	-0.6	D	7E-05
216237_s_at	MCM5	-0.4	D	9.2E-05
204857_at	MAD1L1	-0.6	D	0.000104
204126_s_at	CDC45L	-1	D	0.000136
243000_at	CDK6	0.8	I	0.000176
210742_at	CDC14A	-1.5	D	0.000228
221586_s_at	E2F5	-0.4	D	0.000228
205394_at	CHEK1	-0.8	D	0.000228
203214_x_at	CDC2	-0.5	D	0.00026
201555_at	MCM3	-0.2	D	0.000378
202455_at	HDAC5	0.8	I	0.000378
218284_at	SMAD3	0.6	I	0.000428
224848_at	CDK6	0.9	I	0.000428
203967_at	CDC6	-1	D	0.000546
1556269_at	MYT1	2.2	I	0.000614
204093_at	CCNH	-0.5	D	0.000692
1554768_a_at	MAD2L1	-0.6	D	0.000692
201755_at	MCM5	-0.6	D	0.000876
208694_at	PRKDC	-0.3	D	0.000876
223570_at	MCM10	-1.2	D	0.001104
201930_at	MCM6	-0.4	D	0.001104
209903_s_at	ATR	-0.2	D	0.001548
202870_s_at	CDC20	-0.2	D	0.001548
211347_at	CDC14B	3.7	I	0.002672
205296_at	RBL1	-0.7	D	0.002672
205393_s_at	CHEK1	-0.6	D	0.002672
204817_at	ESPL1	-0.3	D	0.003664
1555772_a_at	CDC25A	-3.5	D	0.004064
222962_s_at	MCM10	-1	D	0.004064

235287_at	CDK6	0.8	NC	0.005506
203693_s_at	E2F3	-0.2	NC	0.005506
210996_s_at	YWHAE	-0.5	NC	0.00671
201853_s_at	CDC25B	-0.2	NC	0.00671
224851_at	CDK6	0.3	NC	0.008146
209642_at	BUB1	-0.4	NC	0.00985
213523_at	CCNE1	0.5	NC	0.015576
217717_s_at	YWHAB	-0.2	NC	0.015576
1553759_at	MCM9	0.1	NC	0.017022
203554_x_at	PTTG1	-0.2	NC	0.017022
208795_s_at	MCM7	-0.2	NC	0.018584
238075_at	CHEK1	-0.6	NC	0.02209
215711_s_at	WEE1	0.6	NC	0.02209
205398_s_at	SMAD3	0.4	NC	0.033462
242939_at	TFDP1	-0.3	NC	0.033462
203725_at	GADD45A	0.4	NC	0.036256
200951_s_at	CCND2	0.9	NC	0.036256
201457_x_at	BUB3	-0.1	NC	0.039248
238977_at	MCM6	-0.6	NC	0.04951
237891_at	MDM2	3.4	NC	0.04951
1555003_at	RBL1	-2.1	NC	0.057532
226818_at	MPEG1	1.6	NC	0.057532
211803_at	CDK2	0.7	NC	0.066608
215757_at	PRKDC	3.3	NC	0.066608
204695_at	CDC25A	-0.5	NC	0.07157
200640_at	YWHAZ	0.3	NC	0.07157
202123_s_at	ABL1	0.4	NC	0.082402
228813_at	HDAC4	-0.2	NC	0.088298
231198_at	CDK6	1.9	NC	0.094528
234605_at	CDC14B	1	NC	0.094528
210317_s_at	YWHAE	-0.4	NC	0.101106
203957_at	E2F6	-0.1	NC	0.108044
217400_at	PCNA	-0.6	NC	0.115352
211300_s_at	TP53	-0.6	NC	0.115352
211722_s_at	HDAC6	3	NC	0.115352
205386_s_at	MDM2	-0.5	NC	0.123044
1555186_at	CDKN1A	-1.8	NC	0.131132
212142_at	MCM4	-0.4	NC	0.157874
1555004_a_at	RBL1	-0.2	NC	0.167652
215509_s_at	BUB1	-1.4	NC	0.177876
244504_x_at	ARF1	2.5	NC	0.188558
242105_at	CCNE1	0.3	NC	0.188558
210441_at	CDC14A	-1	NC	0.188558
209902_at	ATR	-0.2	NC	0.199704
203085_s_at	TGFB1	1.3	NC	0.211326
216914_at	CDC25C	0.9	NC	0.223428
1562028_at	CCND3	2.6	NC	0.223428
1565702_at	SMAD4	2.7	NC	0.249104
231534_at	CDC2	-1.5	NC	0.262686
205899_at	CCNA1	0	NC	0.306464
219673_at	MCM9	-0.2	NC	0.322076
204947_at	E2F1	-1	NC	0.338196
201130_s_at	CDH1	-0.4	NC	0.354824
210858_x_at	ATM	-0.3	NC	0.371962
232175_at	ARF1	0.1	NC	0.371962
226841_at	MPEG1	0.6	NC	0.389602
222036_s_at	MCM4	0	NC	0.389602
223909_s_at	HDAC8	0.4	NC	0.407742

201458_s_at	BUB3	-0.1	NC	0.407742
200953_s_at	CCND2	0.4	NC	0.426376
200065_s_at	ARF1	0.2	NC	0.426376
38707_r_at	E2F4	0.1	NC	0.443286
2028_s_at	E2F1	-0.1	NC	0.454486
242325_at	YWHAH	-0.7	NC	0.465098
203692_s_at	E2F3	-0.3	NC	0.465098
200952_s_at	CCND2	2.6	NC	0.465098
202645_s_at	MEN1	0.2	NC	0.465098
202240_at	PLK1	-0.2	NC	0.465098
215822_x_at	MYT1	-0.7	NC	0.48517
223234_at	MAD2L2	-0.1	NC	0.48517
232764_at	CCNB2	1.6	NC	0.505702
202221_s_at	EP300	-0.4	NC	0.505702
217373_x_at	MDM2	-0.5	NC	0.505702
234740_at	CDC14B	0.5	NC	0.526682
231481_at	CCNB3	-0.6	NC	0.548096
209112_at	CDKN1B	-0.1	NC	0.569934
236559_at	YWHAH	-0.4	NC	0.569934
205385_at	MDM2	0	NC	0.569934
211832_s_at	MDM2	0.2	NC	0.592178
208511_at	PTTG3	0	NC	0.592178
210567_s_at	SKP2	-0.1	NC	0.614812
1554322_a_at	HDAC4	2.5	NC	0.614812
204696_s_at	CDC25A	0.3	NC	0.708884
211540_s_at	RB1	-0.8	NC	0.733186
201131_s_at	CDH1	0.2	NC	0.75776
203626_s_at	SKP2	0.2	NC	0.75776
216275_at	BUB1	0.5	NC	0.75776
1553387_at	ATM	3.4	NC	0.75776
202248_at	E2F4	-0.4	NC	0.807624
210440_s_at	CDC14A	-1.8	NC	0.807624
216326_s_at	HDAC3	-0.2	NC	0.807624
205396_at	SMAD3	-0.4	NC	0.807624
233288_at	ATR	0.2	NC	0.807624
1565651_at	ARF1	0.3	NC	0.832866
1560161_at	CCNB2	1	NC	0.832866
225787_at	UBE2F	-0.1	NC	0.832866
210341_at	MYT1	1.4	NC	0.858282
212533_at	WEE1	0.2	NC	0.858282
229827_at	BUB3	0	NC	0.858282
215508_at	BUB1	0.8	NC	0.909532
202527_s_at	SMAD4	-0.2	NC	0.909532
208442_s_at	ATM	-0.2	NC	0.935312
209644_x_at	CDKN2A	-0.2	NC	0.935312
214557_at	PTTG2	0.3	NC	0.935312
200638_s_at	YWHAZ	0.2	NC	0.935312
217010_s_at	CDC25C	0.8	NC	0.96116
216277_at	BUB1	-0.8	NC	0.96116
204147_s_at	TFDP1	0.5	NC	0.96116
235725_at	SMAD4	0.1	NC	1
204526_s_at	TBC1D8	0.3	NC	1
235582_at	E2F2	-1.9	NC	1
221592_at	TBC1D8	0.3	NC	1
211348_s_at	CDC14B	0.3	NC	1
207039_at	CDKN2A	-0.9	NC	1
1554631_at	ATM	0.1	NC	1
232768_at	CCNB2	-0.2	NC	1

210743_s_at	CDC14A	0.2	NC	1
211804_s_at	CDK2	0.3	NC	1
207143_at	CDK6	-0.2	NC	1
213579_s_at	EP300	0.1	NC	1
209945_s_at	GSK3B	0	NC	1
201209_at	HDAC1	0.2	NC	1
201833_at	HDAC2	0	NC	1
229408_at	HDAC5	0	NC	1
206846_s_at	HDAC6	-0.1	NC	1
223345_at	HDAC8	-0.1	NC	1
223908_at	HDAC8	0.1	NC	1
233560_x_at	MCM8	0.8	NC	1
205397_x_at	SMAD3	0.2	NC	1
1565703_at	SMAD4	0	NC	1
202526_at	SMAD4	0.2	NC	1
203084_at	TGFB1	-0.4	NC	1
208743_s_at	YWHAB	0	NC	1
200693_at	YWHAQ	0	NC	1
212426_s_at	YWHAQ	0.2	NC	1
213699_s_at	YWHAQ	0.2	NC	1
1570352_at	ATM	3.4	NC	1
211156_at	CDKN2A	-0.1	NC	1
242141_at	HDAC2	-0.1	NC	1
207042_at	E2F2	0.3	NC	1
216224_s_at	HDAC6	-0.4	NC	1
241017_at	TBC1D8	0	NC	1
1559307_s_at	RBL1	0.8	NC	1
208750_s_at	ARF1	0	NC	1
222985_at	YWHAG	0	NC	1
225791_at	UBE2F	0.6	NC	1
224320_s_at	MCM8	0.1	NC	1
200639_s_at	YWHAZ	0.1	NC	1
217718_s_at	YWHAB	0.1	NC	1
204252_at	CDK2	0.1	NC	1
225783_at	UBE2F	0	NC	1
201700_at	CCND3	0.2	NC	1
231948_s_at	UBE2F	0	NC	1
228361_at	E2F2	0	NC	1
209974_s_at	BUB3	0.1	NC	1
201020_at	YWHAH	-0.1	NC	1
200641_s_at	YWHAZ	0.1	NC	1
202705_at	CCNB2	0	NC	1
210543_s_at	PRKDC	0	NC	1
212141_at	MCM4	0	NC	1
222037_at	MCM4	0	NC	1
212330_at	TFDP1	0.1	NC	1
242538_at	TFDP1	0	NC	1
38158_at	ESPL1	0	NC	1

# Supplementary material for: Clinical instability of breast cancer markers is reflected in long-term in vitro estrogen deprivation studies
**Source:** BMC Cancer. 2013 Oct 11;13:473. doi: 10.1186/1471-2407-13-473
**Supplement:** Additional file 9: Table S2 — Log fold change of cell cycle genes in BT474 cells 6 weeks after estrogen deprivation versus control. This table displays all genes of the human KEGG annotated cell cycle pathway and their fold change after 6 weeks of estrogen deprivation relative to control, sorted according to p-value. Note, multiple affymetrix probes can map to the same gene. *Direction of change: I = Increase, D = Decrease and NC = No statistically significant change.

Affymetrix probes	Gene Symbol	BT474 log fold change	Direction of change	BT474 p-value
38158_at	ESPL1	-0.6	D	2E-06
224847_at	CDK6	1.5	I	0.00004
203755_at	BUB1B	-1.3	D	4E-05
203418_at	CCNA2	-1.8	D	4E-05
213226_at	CCNA2	-1.5	D	4E-05
214710_s_at	CCNB1	-1.6	D	4E-05
228729_at	CCNB1	-1.7	D	4E-05
205034_at	CCNE2	-0.4	D	4E-05
203213_at	CDC2	-0.8	D	4E-05
205167_s_at	CDC25C	-1.7	D	4E-05
202246_s_at	CDK4	-0.6	D	4E-05
203362_s_at	MAD2L1	-1.2	D	4E-05
220651_s_at	MCM10	-1.4	D	4E-05
203625_x_at	SKP2	-0.6	D	4E-05
210559_s_at	CDC2	-0.9	D	4E-05
204510_at	CDC7	-0.8	D	4E-05
203968_s_at	CDC6	-1.3	D	4E-05
202107_s_at	MCM2	-0.8	D	4E-05
210983_s_at	MCM7	-0.9	D	4E-05
216237_s_at	MCM5	-1.5	D	4E-05
205394_at	CHEK1	-1.4	D	4E-05
203214_x_at	CDC2	-1	D	4E-05
203967_at	CDC6	-1.7	D	4E-05
208694_at	PRKDC	-0.9	D	4E-05
201930_at	MCM6	-1.1	D	4E-05
205393_s_at	CHEK1	-1.7	D	4E-05
201853_s_at	CDC25B	-0.7	D	4E-05
209642_at	BUB1	-1.6	D	4E-05
203554_x_at	PTTG1	-1.5	D	4E-05
208795_s_at	MCM7	-0.8	D	4E-05
201457_x_at	BUB3	-0.7	D	4E-05
200640_at	YWHAZ	-0.3	D	4E-05
222036_s_at	MCM4	-1	D	4E-05
202240_at	PLK1	-1.8	D	4E-05
223234_at	MAD2L2	-0.6	D	4E-05
212141_at	MCM4	-1.1	D	4E-05
222037_at	MCM4	-1.1	D	4E-05
212330_at	TFDP1	-0.6	D	4E-05
242538_at	TFDP1	-0.6	D	4E-05
202870_s_at	CDC20	-2	D	4.6E-05
210567_s_at	SKP2	-1.1	D	4.6E-05
200638_s_at	YWHAZ	-0.5	D	4.6E-05
210543_s_at	PRKDC	-1.1	D	4.6E-05
228813_at	HDAC4	0.6	I	0.000046
221586_s_at	E2F5	-0.8	D	5.4E-05
1554768_a_at	MAD2L1	-1.5	D	5.4E-05
208511_at	PTTG3	-1	D	6E-05
224851_at	CDK6	1.1	I	0.00006
238075_at	CHEK1	-1	D	8E-05
201755_at	MCM5	-1.1	D	0.00012
202705_at	CCNB2	-1.3	D	0.00012
1565651_at	ARF1	0.9	I	0.000156
201746_at	TP53	-1.2	D	0.000156
201202_at	PCNA	-0.4	D	0.000156
201555_at	MCM3	-0.4	D	0.000178
204126_s_at	CDC45L	-1	D	0.000228

200641_s_at	YWHAZ	-0.6	D	0.000294
217717_s_at	YWHAB	-0.3	D	0.000334
209974_s_at	BUB3	-0.4	D	0.000334
201020_at	YWHAH	-0.7	D	0.000334
204817_at	ESPL1	-0.5	D	0.000428
213523_at	CCNE1	-0.7	D	0.000428
210416_s_at	CHEK2	-0.7	D	0.000546
228361_at	E2F2	-0.8	D	0.000546
235725_at	SMAD4	0.4	I	0.000546
218284_at	SMAD3	0.8	I	0.000692
222962_s_at	MCM10	-1.2	D	0.001104
204695_at	CDC25A	-1.2	D	0.001104
231948_s_at	UBE2F	-0.5	D	0.001236
224848_at	CDK6	0.8	I	0.001384
238977_at	MCM6	-0.7	D	0.001384
242939_at	TFDP1	-1	D	0.001932
223570_at	MCM10	-1.1	D	0.002154
212142_at	MCM4	-2.1	D	0.002154
209902_at	ATR	-0.4	D	0.002154
205288_at	CDC14A	1.1	I	0.002402
203725_at	GADD45A	0.3	I	0.002402
204526_s_at	TBC1D8	0.4	I	0.002402
202455_at	HDAC5	0.4	I	0.003302
2028_s_at	E2F1	-0.4	D	0.003752
202527_s_at	SMAD4	-0.4	D	0.0045
202645_s_at	MEN1	-0.3	D	0.00498
204225_at	HDAC4	0.2	NC	0.005506
215509_s_at	BUB1	-5	NC	0.005506
1556269_at	MYT1	0.5	NC	0.006082
201700_at	CCND3	-0.8	NC	0.007398
215711_s_at	WEE1	-0.3	NC	0.008146
202284_s_at	CDKN1A	0.3	NC	0.011866
202221_s_at	EP300	0.3	NC	0.011866
214557_at	PTTG2	-1.3	NC	0.013006
225783_at	UBE2F	-0.4	NC	0.01424
232175_at	ARF1	0.7	NC	0.015576
225787_at	UBE2F	-0.6	NC	0.015576
235287_at	CDK6	0.8	NC	0.017022
210317_s_at	YWHAE	-0.6	NC	0.024048
243000_at	CDK6	0.6	NC	0.033462
204252_at	CDK2	-0.4	NC	0.042448
235582_at	E2F2	0.9	NC	0.04951
234605_at	CDC14B	-0.6	NC	0.057532
1560161_at	CCNB2	-1.6	NC	0.066608
217718_s_at	YWHAB	-0.3	NC	0.066608
209903_s_at	ATR	-0.2	NC	0.07157
205396_at	SMAD3	-0.9	NC	0.088298
211814_s_at	CCNE2	-0.3	NC	0.094528
204147_s_at	TFDP1	-0.2	NC	0.094528
200953_s_at	CCND2	0.4	NC	0.108044
231534_at	CDC2	-2.4	NC	0.115352
201130_s_at	CDH1	-0.3	NC	0.131132
211300_s_at	TP53	-1.1	NC	0.139626
236559_at	YWHAH	-3.2	NC	0.139626
215508_at	BUB1	-1.2	NC	0.139626
211722_s_at	HDAC6	-1.3	NC	0.148536
200639_s_at	YWHAZ	-0.2	NC	0.157874
204696_s_at	CDC25A	0	NC	0.188558

224320_s_at	MCM8	-0.4	NC	0.188558
204947_at	E2F1	-0.5	NC	0.199704
211832_s_at	MDM2	-0.5	NC	0.211326
225791_at	UBE2F	-0.8	NC	0.236018
1555772_a_at	CDC25A	-0.3	NC	0.249104
222985_at	YWHAG	-0.3	NC	0.276772
1553387_at	ATM	1.3	NC	0.291364
211540_s_at	RB1	0.6	NC	0.306464
1553759_at	MCM9	0.1	NC	0.354824
219673_at	MCM9	0.2	NC	0.354824
1565702_at	SMAD4	0.3	NC	0.354824
210742_at	CDC14A	0.3	NC	0.371962
205386_s_at	MDM2	-1.2	NC	0.407742
208750_s_at	ARF1	-0.2	NC	0.407742
205385_at	MDM2	-0.4	NC	0.426376
1555004_a_at	RBL1	-0.5	NC	0.445498
215757_at	PRKDC	-0.5	NC	0.465098
226818_at	MPEG1	1.5	NC	0.48517
234740_at	CDC14B	-0.2	NC	0.48517
1559307_s_at	RBL1	-0.7	NC	0.505702
202248_at	E2F4	0.5	NC	0.526682
207042_at	E2F2	-2.2	NC	0.526682
216224_s_at	HDAC6	-0.3	NC	0.526682
241017_at	TBC1D8	-0.6	NC	0.526682
229827_at	BUB3	1.3	NC	0.548096
221592_at	TBC1D8	2.6	NC	0.569934
210341_at	MYT1	0.2	NC	0.592178
211347_at	CDC14B	-1	NC	0.592178
200952_s_at	CCND2	-2.4	NC	0.614812
242141_at	HDAC2	-0.4	NC	0.614812
231481_at	CCNB3	0.2	NC	0.661178
231198_at	CDK6	0.6	NC	0.684874
201456_s_at	BUB3	-0.2	NC	0.75776
211348_s_at	CDC14B	-0.4	NC	0.75776
205398_s_at	SMAD3	0.5	NC	0.78258
233288_at	ATR	-0.6	NC	0.807624
38707_r_at	E2F4	-0.2	NC	0.822456
205296_at	RBL1	-0.3	NC	0.832866
211803_at	CDK2	-0.4	NC	0.909532
216914_at	CDC25C	-0.3	NC	0.909532
215822_x_at	MYT1	-0.1	NC	0.909532
207039_at	CDKN2A	0.3	NC	0.909532
211156_at	CDKN2A	1.4	NC	0.935312
208442_s_at	ATM	0.3	NC	0.935312
1570352_at	ATM	-0.1	NC	0.96116
1555003_at	RBL1	1	NC	0.987048
212533_at	WEE1	-0.2	NC	0.987048
204093_at	CCNH	0	NC	0.987048
217400_at	PCNA	0.8	NC	0.987048
212672_at	ATM	-0.1	NC	1
203132_at	RB1	0.1	NC	1
204857_at	MAD1L1	0.1	NC	1
203693_s_at	E2F3	0	NC	1
210996_s_at	YWHAE	-0.2	NC	1
200951_s_at	CCND2	0.1	NC	1
237891_at	MDM2	-2	NC	1
202123_s_at	ABL1	0	NC	1
203957_at	E2F6	0	NC	1

1555186_at	CDKN1A	0.5	NC	1
244504_x_at	ARF1	0	NC	1
242105_at	CCNE1	-0.1	NC	1
210441_at	CDC14A	0.2	NC	1
203085_s_at	TGFB1	-0.4	NC	1
1562028_at	CCND3	-0.2	NC	1
205899_at	CCNA1	-0.4	NC	1
210858_x_at	ATM	0.1	NC	1
226841_at	MPEG1	0.3	NC	1
223909_s_at	HDAC8	0	NC	1
201458_s_at	BUB3	0	NC	1
200065_s_at	ARF1	-0.1	NC	1
242325_at	YWHAH	0.1	NC	1
203692_s_at	E2F3	-0.1	NC	1
232764_at	CCNB2	-0.1	NC	1
217373_x_at	MDM2	0	NC	1
209112_at	CDKN1B	0	NC	1
1554322_a_at	HDAC4	0.1	NC	1
201131_s_at	CDH1	0	NC	1
203626_s_at	SKP2	1.3	NC	1
216275_at	BUB1	-0.5	NC	1
210440_s_at	CDC14A	-2.4	NC	1
216326_s_at	HDAC3	0	NC	1
209644_x_at	CDKN2A	0	NC	1
217010_s_at	CDC25C	2.2	NC	1
216277_at	BUB1	2.6	NC	1
1554631_at	ATM	0.1	NC	1
232768_at	CCNB2	0.1	NC	1
210743_s_at	CDC14A	-0.1	NC	1
211804_s_at	CDK2	-0.2	NC	1
207143_at	CDK6	1.3	NC	1
213579_s_at	EP300	0.1	NC	1
209945_s_at	GSK3B	-0.1	NC	1
201209_at	HDAC1	0	NC	1
201833_at	HDAC2	0	NC	1
229408_at	HDAC5	0.1	NC	1
206846_s_at	HDAC6	-0.2	NC	1
223345_at	HDAC8	0.1	NC	1
223908_at	HDAC8	0	NC	1
233560_x_at	MCM8	-1.6	NC	1
205397_x_at	SMAD3	-0.3	NC	1
1565703_at	SMAD4	0	NC	1
202526_at	SMAD4	0.4	NC	1
203084_at	TGFB1	0.1	NC	1
208743_s_at	YWHAB	-0.1	NC	1
200693_at	YWHAQ	-0.2	NC	1
212426_s_at	YWHAQ	-0.1	NC	1
213699_s_at	YWHAQ	-0.2	NC	1

# Supplementary material for: Clinical instability of breast cancer markers is reflected in long-term in vitro estrogen deprivation studies
**Source:** BMC Cancer. 2013 Oct 11;13:473. doi: 10.1186/1471-2407-13-473
**Supplement:** Additional file 10: Table S3 — MCF7 cells 2 days after estrogen deprivation versus control cells. The table represents the number of genes matching the 10 most commonly occurring GO terms in the GO molecular function, biological processes, and cellular component classes. The 300 genes with highest SLR were selected.

ID	GO category	System	Gene Number	p-value
Up-regulated Processes				
GO:0005886	plasma membrane	cellular component	64	1.80×10^{-07}
GO:0032501	multicellular organismal process	biological process	66	2.44×10^{-07}
GO:0048856	anatomical structure development	biological process	48	3.75×10^{-07}
GO:0003779	actin binding	molecular function	16	5.07×10^{-07}
GO:0008092	cytoskeletal protein binding	molecular function	19	8.53×10^{-07}
GO:0044459	plasma membrane part	cellular component	44	8.63×10^{-07}
GO:0030054	cell junction	cellular component	19	9.61×10^{-07}
GO:0005575	cellular component	cellular component	192	9.91×10^{-07}
GO:0044464	cell part	cellular component	183	1.08×10^{-06}
GO:0005623	cell	cellular component	183	1.09×10^{-06}
Down-regulated Processes				
GO:0006563	L-serine metabolic process	biological process	5	1.32×10^{-08}
GO:0019752	carboxylic acid metabolic process	biological process	21	1.38×10^{-07}
GO:0006082	organic acid metabolic process	biological process	21	1.56×10^{-07}
GO:0006760	folic acid and derivative metabolic process	biological process	5	4.25×10^{-07}
GO:0006520	amino acid metabolic process	biological process	14	4.90×10^{-07}
GO:0008652	amino acid biosynthetic process	biological process	7	6.15×10^{-07}
GO:0009070	serine family amino acid biosynthetic process	biological process	4	2.13×10^{-06}
GO:0003674	molecular function	molecular function	180	2.30×10^{-06}
GO:0006519	cellular amino acid and derivative metabolic process	biological process	15	2.52×10^{-06}
GO:0006564	L-serine biosynthetic process	biological process	3	4.22×10^{-06}

# Supplementary material for: Clinical instability of breast cancer markers is reflected in long-term in vitro estrogen deprivation studies
**Source:** BMC Cancer. 2013 Oct 11;13:473. doi: 10.1186/1471-2407-13-473
**Supplement:** Additional file 11: Table S4 — BT474 cells 2 days after estrogen deprivation versus control cells. The table represents the number of genes matching the 10 most commonly occurring GO terms in the GO molecular function, biological processes, and cellular component classes. The 300 genes with highest SLR were selected.

ID	GO category	System	Gene Number	p-value
Up-regulated Processes				
GO:0005783	endoplasmic reticulum	cellular component	31	3.85 x 10 ⁻⁰⁸
GO:0005789	endoplasmic reticulum membrane	cellular component	21	8.41 x 10 ⁻⁰⁷
GO:0044432	endoplasmic reticulum part	cellular component	21	1.11 x 10 ⁻⁰⁶
GO:0042175	nuclear envelope-endoplasmic reticulum network	cellular component	21	1.28 x 10 ⁻⁰⁶
GO:0012505	endomembrane system	cellular component	33	2.16 x 10 ⁻⁰⁶
GO:0031224	intrinsic to membrane	cellular component	87	2.36 x 10 ⁻⁰⁶
GO:0044425	membrane part	cellular component	95	2.71 x 10 ⁻⁰⁶
GO:0016021	integral to membrane	cellular component	85	3.70 x 10 ⁻⁰⁶
GO:0016020	membrane	cellular component	107	8.41 x 10 ⁻⁰⁶
GO:0005575	cellular component	cellular component	199	1.10 x 10 ⁻⁰⁵
Down-regulated Processes				
GO:0051272	positive regulation of cell motility	biological process	8	1.56 x 10 ⁻⁰⁷
GO:0042981	regulation of apoptosis	biological process	21	3.81 x 10 ⁻⁰⁷
GO:0043067	regulation of programmed cell death	biological process	21	4.63 x 10 ⁻⁰⁷
GO:0030335	positive regulation of cell migration	biological process	7	1.11 x 10 ⁻⁰⁶
GO:0019318	hexose metabolic process	biological process	10	1.12 x 10 ⁻⁰⁶
GO:0042127	regulation of cell proliferation	biological process	20	1.25 x 10 ⁻⁰⁶
GO:0050793	regulation of developmental process	biological process	26	1.33 x 10 ⁻⁰⁶
GO:0048518	positive regulation of biological process	biological process	>1000	1.34 x 10 ⁻⁰⁶
GO:0005996	monosaccharide metabolic process	biological process	226	1.49 x 10 ⁻⁰⁶
GO:0048522	positive regulation of cellular process	biological process	>1000	1.53 x 10 ⁻⁰⁶

# Supplementary material for: Clinical instability of breast cancer markers is reflected in long-term in vitro estrogen deprivation studies
**Source:** BMC Cancer. 2013 Oct 11;13:473. doi: 10.1186/1471-2407-13-473
**Supplement:** Additional file 12: Table S5 — Genes in common amongst those significantly altered in all three analysed datasets: MCF7 LTED culture, ER-silenced MCF7 cells and breast cancer patients treated with aromatase inhibitors. We determined the genes most significantly altered in three datasets; our MCF7 LTED samples (control vs. 6 weeks, pvalue cutoff = 0.004), a publically available dataset of MCF7 cells where the ER has been silenced (control vs. silenced, pvalue cutoff = 0.004, GSE27473) and a publically available dataset of breast cancer patients treated with aromatase inhibitors (GSE5462). We then determined the genes in common amongst those significantly altered in all three studies and present them here divided into those up and down regulated.

Gene Symbol	Gene Description	Chromosome	GenBank	Gene ID
Up-regulated Genes				
HTRA1	HtrA serine peptidase 1	10	NM_002775	5654
SNAI2	snail homolog 2 (Drosophila)	8	AI572079	6591
TGFB ^R 2	transforming growth factor, beta receptor II (70/80kDa)	3	D50683	7048
WWTR1	WW domain containing transcription regulator 1	3	BF674349	25937
Down-regulated Genes				
RACGAP1	Rac GTPase activating protein 1	12	AU153848	29127
TPBG	trophoblast glycoprotein	6	NM_006670	7162
FKBP4	FK506 binding protein 4, 59kDa	12	NM_002014	2288
SERPINA3	serpin peptidase inhibitor	14	NM_001085	12
TFF3	trefoil factor 3 (intestinal)	21	NM_003226	7033
BAZ1A	bromodomain adjacent to zinc finger domain, 1A	14	AA102574	11177
NRIP1	nuclear receptor interacting protein 1	21	AI824012	8204
CA12	carbonic anhydrase XII	15	BF752277	771
PAICS	phosphoribosylaminoimidazole carboxylase	4	AA902652	10606
IRS1	insulin receptor substrate 1	2	NM_005544	3667
ABAT	4-aminobutyrate aminotransferase	16	AF237813	18

How the deposited data were processed for this re-analysis (not part of the article)

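RNA of MCF7 and BT474 cells was measured on 8 HG-U133 Plus 2.0 arrays, 1 array for each line before estrogen deprivation and after 2 days, 6 weeks and 10 months. The deposited table holds log2 expression values for 54675 probe sets, which the authors made with RMA, as their processing notes state without a version. RMA corrects background, quantile-normalizes probes over arrays and summarises them by median polish. Whether further arrays were normalized together with these 8 is not stated. The values were used as deposited, between 2.93 and 14.83. The 62 control probe sets were left out, which gave 54613. The signal log ratios and scaling of GCOS, on which the threshold of the paper rests, are not in the table and were not repeated. Nor were the increase and decrease calls of the paper, whose test it does not name.

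Probe sets were given their genes with the annotation table of the platform: 41091 had 1 gene symbol, 1801 had several and 11721 had none. Genes were read from probe sets with 1 symbol, which gave 19775 genes, and each gene from the probe set with the highest mean over the arrays, with probe sets ending in _x_at used only where a gene had no other. Older symbols in the paper were matched to current ones. For counts, a probe set was kept if its highest value over the 8 arrays was above 5.95, the median of all values, which kept 31163 probe sets and the chosen probe set of 14010 genes. The signal of many probe sets lies near background, which compresses their differences.

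Each deprived array was compared with the control array of its own line, as a difference of log2 values and without a test, and probe sets were counted at a difference of 0.7 or more in size. The comparisons of a line share its control array, so results at different times of a line are not independent, whereas the lines have separate controls. The 32 gene lists came from textbook knowledge, except the lists of Table S5, which the study chose partly on the MCF7 control and 6-week arrays. They cover estrogen-induced genes, mitosis, DNA replication, serine and folate metabolism, ATF4 targets, sterol and fatty acid synthesis, glycolysis, oxidative phosphorylation, ribosome biogenesis, chaperones of the endoplasmic reticulum, mesenchymal and epithelial genes, motility and tubulin, the Notch pathway, growth factor receptors, the PI3K, AKT and mTOR pathway, interferon-stimulated genes, antigen presentation, apoptosis, p53 targets, hypoxia, androgen response, luminal and basal genes, the ERBB2 amplicon, markers of the mesenchymal line MDA-MB-231, markers of leukocytes and of fibroblasts and endothelium, and housekeeping genes. The median difference of a list was ranked among 10000 random lists of the same size drawn from 20 bins of mean expression, as a description of these arrays only.

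Changes common to both lines were tested with limma's lmFit and eBayes with an intensity trend on all 8 arrays, with time and with cell line as a block, since the cell line is the only replicate of a time point. The fit has 3 residual degrees of freedom (prior degrees of freedom 3.25, median residual SD 0.222), and p was adjusted by Benjamini-Hochberg over the 31163 kept probe sets at a threshold of 0.05. Its residual is the disagreement between the lines, so that it says nothing about either line alone. Gene lists were tested with the same design on the chosen probe sets of all 19775 genes, also those removed by the filter. The tests were camera at a preset correlation of 0.01, camera with an estimated correlation, and fry, each adjusted over the 32 lists. An intensity trend was used in camera and not in fry. The fit and the list ranking were tested on simulated data first. Of simulated changes common to both lines, 6 of 66 of size 1, 61 of 67 of size 2 and 67 of 67 of size 4 were called at 6 weeks, with 7 calls among unchanged probe sets. The simulated noise was normal, independent between probe sets and of like size at all times, so these shares need not hold for the real arrays. For IGFBP3, with a shared change of 5.16 at 6 weeks, the adjusted p from limma was 0.0889. Of 200 random lists of 40 genes, 2% fell outside the central 95% of their random lists without a shift and 100% after a shift of 0.5. Members of real lists can vary together, with an estimated correlation of 0.72 for mitosis and 0.81 for replication genes, so these rates need not hold for them.

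Genes named in the text are every gene the paper names in its array results, the 10 genes with the largest difference in each direction in each comparison, genes past the threshold of the shared fit, up to 4 members of each list with the largest difference in the direction of its median, the probe sets of Tables S1 and S2 with the largest differences, and the names printed in Fig. 5. The tables and figures of the paper had been seen when this rule was written. Members named against the direction of a list, and members of lists whose median is near 0, were chosen after their values were seen. The alternatives were thresholds of 1.0 and 0.5, no filter, a filter at the 75th percentile (7.85, which kept 17471 probe sets), median centring, cyclic loess, quantile normalization, the mean of all probe sets of a gene, kept genes alone, a prior without trend, no block, the 4 arrays of a comparison alone, and leaving out an array. Genes of X inactivation and of the Y chromosome were not reported. Genes without a probe set of their own, such as RAF1, the immunocytochemistry, western blots and qRT-PCR, and the published data of patients and of estrogen receptor silencing were not analysed here. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.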

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

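Of the tests below, those of a raised response in the control culture, of a copy gain and of dim members were chosen only after the result was seen, and those of scaling were set beforehand. The difference between lines was not tested in any of these results, since each line has 1 array per time point. Lists were picked out because their medians lay on opposite sides of their random lists in the 2 lines, or because a list of genes that the text of the paper does not discuss had a median of 0.35 or more in size that lay among the lowest or highest 0.5% of its random lists.

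Target genes of ATF4 stood on opposite sides of control at 6 weeks and 10 months: their median log2 difference was -0.73, -0.67 and -0.88 in MCF7 at 2 days, 6 weeks and 10 months, and -0.03, 0.53 and 0.57 in BT474. Scaling between arrays is argued against, because under cyclic loess and median centring the highest MCF7 median was -0.61 and the lowest BT474 median at 6 weeks and 10 months 0.49. A raised amino acid response in the single MCF7 control culture cannot be told apart from a response to deprivation, since there is 1 control array: the largest median difference between 2 deprived MCF7 arrays was -0.19, under the half-width of 0.21 of its random lists, although it lay outside their central range of -0.13 to 0.29. A difference between the lines in their response to deprivation also stays open, as untested.

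Genes of the ERBB2 amplicon had medians of 0.39 in MCF7 at 2 days, 0.63 in MCF7 at 6 weeks and 0.46 in BT474 at 6 weeks. Of these genes the paper discusses ERBB2 itself, with a small rise by qRT-PCR in MCF7 and a weak upward trend in BT474 over the first weeks. Scaling is argued against at 6 weeks by the lowest median of the 2 lines under cyclic loess and median centring, 0.41, which lies above 0.25, the upper end of the random lists. The median at 2 days was not part of that test. A gain of copies of the region in MCF7 is argued against by 5 members that are bright on the control array, which ran from -0.23 (MIEN1) to 1.15 (ORMDL3), with ERBB2 at 1.13 on its brightest probe set and at -0.14 and -0.27 on its other 2 kept ones. The median in MCF7 may rest on dim members near the background, since the bright members alone had a median of 0.018, inside the range of -0.62 to 0.32 of random lists of 5 genes of like expression. A response to deprivation stays open: for a change common to both lines at 6 weeks the list pointed up (adjusted p = 4.3e-05 from camera), but with an adjusted p of 0.192 with an estimated correlation and 0.129 by fry.

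The other lists whose medians stood on opposite sides were DNA replication genes at 2 days (-0.50 in MCF7 and 0.26 in BT474), glycolysis genes at 6 weeks (0.12 and -0.40) and at 10 months (0.26 and -0.24), hypoxia genes at 6 weeks (0.21 and -0.36) and markers of MDA-MB-231 at 6 weeks (0.33 and -0.16). In MCF7, the further lists picked out because the text of the paper does not discuss them were serine and folate genes at 2 days (-0.49) and 6 weeks (-0.54), of which the paper's Table S3 has L-serine and folic acid metabolism among down-regulated processes at 2 days, androgen receptor and target genes at 2 days (-0.36, but 0.13 with the mean of all probe sets of a gene) and basal genes at 6 weeks (0.38). Such lists in BT474 were hypoxia genes at 2 days (-0.57, but -0.34 with the mean of all probe sets of a gene), sterol synthesis genes at 6 weeks (-0.59) and 10 months (0.56), fatty acid synthesis genes at 6 weeks (-0.36) and 10 months (0.50), ribosome biogenesis genes at 6 weeks (-0.55), chaperones of the endoplasmic reticulum at 10 months (0.40) and p53 targets at 10 months (0.42).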

How the results depend on the processing

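None of the tests in this part was chosen after the result was seen. Signal over background limits the results for dim probe sets, whose differences are compressed, and with 1 array per line and time point no spread within a line could be had. Counts of probe sets in each comparison stayed within 1.5 times under no filter, the stricter filter, median centring, cyclic loess and quantile normalization, as did the overlap of the lines without a filter, with the stricter filter and after cyclic loess. Of 192 list medians, 192 moved by less than the half-width of their random range under median centring, 190 under cyclic loess and 184 over kept genes alone, and with the mean of all probe sets 181 did so without a change of sign in a median outside its random range. Of 384 values of named genes, 380 held under cyclic loess and 313 with the mean of all probe sets, where 71 moved by more than the spread of the gene and 0 of those past the threshold changed sign. The spread of a gene is the residual SD of the shared fit, which holds the disagreement between the lines and is not measurement error.

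Counts follow the threshold by construction. At a threshold of 1.0, MCF7 had 546 probe sets lower and 209 higher at 2 days, 1477 and 1214 at 6 weeks and 1339 and 1017 at 10 months, BT474 had 67 and 100, 557 and 839, and 509 and 1242 at the same times, and both lines shared 175 lower and 161 higher at 6 weeks. At 0.5 the counts were 2800 and 1928, 4962 and 3851, and 4247 and 4101 in MCF7, and 471 and 1015, 2387 and 3309, and 2266 and 4610 in BT474.

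With the mean of all probe sets of a gene, 3 medians that lay outside their random range changed sign: androgen genes in MCF7 at 2 days from -0.36 to 0.13, ATF4 targets in BT474 at 2 days from -0.03 to 0.000505, and housekeeping genes in BT474 at 2 days from -0.05 to 0.0066. Others moved: estrogen-induced genes in BT474 to -0.72 at 6 weeks and -0.57 at 10 months, mitosis genes in MCF7 at 2 days to -0.52, chaperones in BT474 at 6 weeks to -0.062, apoptosis genes in MCF7 at 2 days to -0.0147, hypoxia genes in BT474 at 2 days to -0.34, androgen genes in MCF7 at 6 weeks from -0.17 to 0.15 and the up-regulated genes of Table S5 in BT474 at 2 days to 0.10. Over kept genes alone, MCF7 medians were -0.79 for serine and folate genes at 6 weeks, 0.30 and 0.59 for mesenchymal genes at 2 days and 6 weeks, -0.11 and -0.40 for androgen genes at 2 days and 10 months, -0.93 for MDA-MB-231 markers at 10 months and 0.34 for fibroblast and endothelial markers at 6 weeks, and MDA-MB-231 markers in BT474 at 2 days were at 0.10. After cyclic loess, mesenchymal genes in BT474 at 10 months were at -0.0075 and interferon-stimulated genes at -0.13. The cause was not tested for any of these.

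In the shared fit, main counts were 0 lower and 0 higher at 2 days and 6 weeks and 3 lower and 1 higher at 10 months. With the 4 arrays of a comparison alone, 11 were lower and 3 higher at 2 days and 0 and 0 at 10 months, with 1 residual degree of freedom. Without the cell line block 0 and 0 passed at 10 months, where the residual then holds the difference between the lines, and after cyclic loess 0 and 0. With the stricter filter 2 were lower and 2 higher at 6 weeks and 0 higher at 10 months, with fewer probe sets tested. When an array was left out, the lone array of the other line being assumed to vary like the rest, counts ran at 6 weeks from 0 to 15 lower and from 0 to 34 higher, the 15 and 34 without the BT474 6-week array, and at 10 months from 0 to 1 lower, the 1 without the MCF7 10-month array, and 0 higher. In limma 0 passed at 10 months without the MCF7 control array (659 lower and 1376 higher at an unadjusted p under 0.05), without the BT474 control array (1119 and 1094) and without the BT474 10-month array (1475 and 1781). The cause of these changes was not tested.

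With camera, 12, 11 and 10 of 32 lists passed at 2 days, 6 weeks and 10 months with the preset correlation, and 0, 0 and 0 with an estimated one, whose lowest adjusted p was 0.342, 0.0914 and 0.195. The lists passing with the preset correlation include, at each time, the down-regulated list of Table S5, which the study chose partly on these arrays. By fry 0, 1 and 0 passed, the 1 being estrogen-induced genes at 6 weeks (adjusted p = 0.0365).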

Differences from the paper's values

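The counts of Tables S1 and S2 rest on calls with a p, whose test the paper does not name and which were not repeated here. The counts here use a log2 difference of 0.7 alone, so the thresholds differ. They also differ for Fig. 5, where the paper asks for 0.7 in each of 4 pair-wise comparisons. The paper's Table S1 calls 48 probe sets decreased in MCF7 at 2 days, against 26 here, 24 over kept probe sets alone and 27 after cyclic loess. For BT474 at 6 weeks, the paper's Table S2 calls 71 decreased and 11 increased, against 42 and 5 here, 42 and 5 over kept probe sets alone, and 42 and 5 after cyclic loess. Both alternatives were set before the data were examined, and all of these counts still differ under them. The number increased in Table S1 is 8 in the paper and 9 here, of which 4 are among the paper's 8. Of the probe sets lower here, 24 of 26 in Table S1 and 40 of 42 in Table S2 are called decreased in the paper, and 4 of the 5 higher in Table S2 are called increased.

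Of 56 log fold changes called in Table S1, 6 differ by more than the residual spread of the probe set, all with the same sign. That spread is the residual SD of the shared fit, which holds the disagreement between the lines and is not the measurement error of a single difference. For CDC25A the paper's value is -3.5 on a probe set that gave -0.80 here and -0.89 after cyclic loess, for MYT1 the paper's 2.2 stands against 0.84 and 0.71, for CDC14A the paper's -1.5 against -0.32 and -0.40, for CDC14B the paper's 3.7 against 0.48 and 0.35, for CCNE2 the paper's -0.6 against -1.24 and -1.35, and for MCM10 the paper's -1.0 against -0.31 and -0.37. Of 82 called in Table S2, 7 differ, again with the same sign. The paper's -1.8 for PLK1 stands against -1.37 here and -1.36 after cyclic loess, its -1.2 for CDC25A against -0.79 and -0.78, its -1.7 for CDC25C against -1.06 and -1.05, its -1.0 for PTTG3 against -0.53 and -0.52, its -2.1 for MCM4 against -0.85 and -0.81, its -1.2 for MCM10 against -0.52 and -0.51, and its 0.8 for CDK6 against 0.44 and 0.45. Cyclic loess was set before the data were examined, and all of these values still differ under it.

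Of the paper's 19 genes lower in both lines at 6 weeks and in the patients, 15 were lower in both lines here, within 1.5 times. The 15 were counted among those 19 names alone, so the count could not exceed 19 and is not an independent one. For MCF7 at 6 weeks the paper's numbers are about 2400 lower in Fig. 5A and about 3200 higher in Fig. 5B, read by eye, against 3027 and 2217 here, so that more were higher in the paper and more were lower here. For BT474 they are about 1800 lower in Fig. 5A and about 2200 higher in Fig. 5B, against 1284 and 1853, and for both lines about 450 lower in Fig. 5A and about 430 higher in Fig. 5B, against 458 and 379. All 6 lie within 1.5 times, but with the stricter filter 3 do not, at 1517 higher in MCF7 and 1074 lower and 1383 higher in BT474. At a threshold of 1.0 none of the 6 lies within 1.5 times, and at 0.5 the 4962 lower in MCF7 and the 3309 higher in BT474 do not.

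The paper names DNAH1 among genes down-regulated in MCF7 at 10 months: its brightest kept probe set was at 0.19 here and the other kept one at -0.82, which passes the threshold. Fig. 5A places 9 genes as down-regulated in BT474 and the patients but not in MCF7: of the 8 with a probe set of their own, 4 were lower in BT474 and 4 in MCF7 at 6 weeks here. The paper lists NOTCH1 as up-regulated in MCF7 at 2 days and 6 weeks: the values here were 1.56 and 0.42. It names KIF6 among genes down-regulated in BT474 at 10 months: the value here was -0.35, on a probe set removed by the filter. It describes proliferative genes as up-regulated in BT474 at 10 months: the genes it names were higher, CXCR4 by 2.78 to 3.54 on 3 kept probe sets and INHBA by 2.07 and 3.39 on 2. The mitosis list stood above control as well, at 0.37 against 0.26 for the upper end of its random lists, with 5 of 40 higher and 0 lower. Only the DNA replication list, at 0.03, stood near control. From Ki67 protein staining, the paper describes BT474 at 10 months as not back at control levels: MKI67 RNA here lay between -0.05 and 0.64. It describes metabolic genes as reversed in MCF7 at 10 months: ATF4 targets were at -0.88 and serine and folate genes at -0.16, whereas oxidative phosphorylation and glycolysis genes were at 0.15 and 0.26. It places WWTR1 on the up-regulated list of Table S5: the value in MCF7 at 6 weeks was 0.44, and the other 3 genes of that list were at 1.40, 1.09 and 1.06. It states that genes of cell motility and VIM are down-regulated in long-term culture: of the motility genes it names, CT83 (CXorf61) was at -5.10 and DNALI1 at -0.90 and -1.92 in MCF7, and TUBA1A was at -4.06 in BT474, whereas the motility list stood at 0.07 in MCF7 and 0.01 in BT474 at 10 months, and VIM at -0.04 and -4.01.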

Other observations

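Of the tests in this part, those of admixed cells were chosen only after the result was seen, and that of scaling was set beforehand.

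Estrogen-induced genes in MCF7 stood at different levels at 10 months. There TFF1, TFF3, IRS1 and CA12 were near control, with log2 differences of -0.22, 0.26, -0.09 and 0.30, while the secreted hormone STC2 was at -3.81, the fatty acid elongase ELOVL2 at -3.17 and the transcription factor MYB at -2.59. The 3 kept probe sets of IRS1 ran from -0.72 to -0.09, with 1 past the threshold as lower. Over the list of 42, 17 genes were higher and 3 lower by 0.7 or more than on the 6-week array, with a median of 0.45. In BT474 the same comparison had a median of 0.14, with 6 genes higher and 6 lower, and MYC stood at -4.90 at 10 months. ESR1 in BT474 was at 0.44 at 6 weeks and -1.28 at 10 months on its brightest probe set, while its 6 kept probe sets ran from -0.16 to 0.44 (mean 0.08) and from -1.28 to -0.01 (mean -0.38), with 0 and 1 lower. Genes with large positive differences in both lines at 10 months were GUCY1A1 (4.66 in MCF7 and 2.15 in BT474), BPIFB1 (4.27 and 4.34) and GABBR2 (4.01 and 4.96), and at 6 weeks IGFBP3 (4.78 and 5.55). These genes and the members of estrogen-induced genes near control were chosen after their values were seen.

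Interferon-stimulated genes were higher in MCF7 at 6 weeks, 12 of 33 against 3 lower (median 0.23), with IFIT1 at 2.69, OAS1 at 2.31 and IFI6 at 2.16, and had a median of -0.03 at 10 months. In BT474 their median was 0.00 at 6 weeks and -0.25 at 10 months, or -0.13 after cyclic loess. CAV1, which encodes the scaffold protein of caveolae, was at 3.18 in MCF7 at 6 weeks and -3.95 at 10 months. Antigen presentation genes had medians of 0.14 and 0.28 in MCF7 at 6 weeks and BT474 at 10 months, where the immunoproteasome subunits PSMB8 and PSMB9 stood at 1.98 and 1.92. Apoptosis regulators had medians of -0.20 in MCF7 and 0.00 in BT474 at 6 weeks, and the proapoptotic PMAIP1 was at -1.98 and -2.47. Growth factor receptor genes had medians of 0.02 and 0.10 at 10 months, with the insulin receptor INSR at 1.76 and the adaptor GRB10 at -3.61 in MCF7, and the receptor IGF1R at -2.68 in BT474. Luminal transcription factors had medians of -0.25 and 0.00 at 10 months. Leukocyte markers stood at 0.09 in MCF7 and -0.08 in BT474 at 6 weeks, and housekeeping genes at 0.27 and -0.09.

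Arrays of different lines correlated less than arrays of different times of a line, with Pearson's r of 0.935 to 0.951 against 0.973 to 0.996 across probe sets. Across the 31163 kept probe sets, which are not independent replicates, Pearson's r between the differences of MCF7 and of BT474 was -0.11 at 2 days, 0.17 at 6 weeks and 0.15 at 10 months, and Spearman's rho was -0.18, 0.08 and 0.08.

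The median of the mesenchymal genes stood above control in MCF7 at 6 weeks (0.39, or 0.59 over kept genes), with 11 of 35 higher and 24 within the threshold. Scaling between arrays is argued against by the lowest median under cyclic loess and median centring, 0.26, above 0.22, the upper end of the random lists. RNA of fibroblasts in the culture is argued against by abundant transcripts of such cells: VIM, SPARC, COL1A2 and CALD1 had a median of 0.040 (SD 0.08) and at most 0.19, although the list of fibroblast and endothelial markers stood at 0.18, and at 0.34 over kept genes. RNA of MDA-MB-231 cells, grown in the same study, cannot be told apart from a change in the MCF7 cells, since the 19 markers of that line, 4 of them also on the mesenchymal list, had a median of 0.33 (SD 1.38) and went both ways, from -3.52 for CD44 to 3.18 for CAV1, with VIM at 0.06. A response to deprivation stays open too, as do other differences between single cultures: MCF7 alone allows no test, and a change common to both lines had an adjusted p of 0.123 from camera.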
